# Histone methyltransferases SDG33 and SDG34 regulate organ-specific nitrogen responses in tomato

**DOI:** 10.3389/fpls.2022.1005077

**Published:** 2022-10-12

**Authors:** Carol Bvindi, Liang Tang, Sanghun Lee, Ryan M. Patrick, Zheng Rong Yee, Tesfaye Mengiste, Ying Li

**Keywords:** histone methyltransferases, nitrogen responses, chromatin modifications, functional genomics, network analysis

## Abstract

Histone posttranslational modifications shape the chromatin landscape of the plant genome and affect gene expression in response to developmental and environmental cues. To date, the role of histone modifications in regulating plant responses to environmental nutrient availability, especially in agriculturally important species, remains largely unknown. We describe the functions of two histone lysine methyltransferases, SET Domain Group 33 (SDG33) and SDG34, in mediating nitrogen (N) responses of shoots and roots in tomato. By comparing the transcriptomes of CRISPR edited tomato lines *sdg33* and *sdg34* with wild-type plants under N-supplied and N-starved conditions, we uncovered that SDG33 and SDG34 regulate overlapping yet distinct downstream gene targets. In response to N level changes, both SDG33 and SDG34 mediate gene regulation in an organ-specific manner: in roots, SDG33 and SDG34 regulate a gene network including *Nitrate Transporter 1.1* (*NRT1.1*) and *Small Auxin Up-regulated RNA* (*SAUR*) genes. In agreement with this, mutations in *sdg33* or *sdg34* abolish the root growth response triggered by an N-supply; In shoots, SDG33 and SDG34 affect the expression of photosynthesis genes and photosynthetic parameters in response to N. Our analysis thus revealed that SDG33 and SDG34 regulate N-responsive gene expression and physiological changes in an organ-specific manner, thus presenting previously unknown candidate genes as targets for selection and engineering to improve N uptake and usage in crop plants.

## Introduction

Nitrogen (N) is a rate-limiting macronutrient for plants (Ueda et al., 2017). The application of N fertilizer has greatly contributed to the yield increase during the green revolution, however, it has also aggravated environmental problems including eutrophication and climate change (Munoz-Huerta et al., 2013). To promote agricultural productivity and sustainability, a comprehensive understanding of N sensing, uptake, and utilization is essential. Plants uptake N from the soil mainly in the form of nitrate ( $NO_{3}^{-}$ ) and ammonium ( $NH_{4}^{+}$ ), which once inside plant cells are reduced and assimilated into amino acids. Nitrate is mobile in the soil, therefore, the availability of N in soil is highly variable at both spatial and temporal scales. To maximize N uptake and assimilation, plants respond to changing N conditions through adequate morphological and metabolic changes (Masclaux-Daubresse et al., 2010; Vidal et al., 2020). One remarkable example of morphological plasticity is that plants alter their root architecture to effectively exploit the available N in the soil. N abundance in the soil often promotes lateral root proliferation to increase N uptake capacity (Remans et al., 2006; Zhang et al., 2007; Lima et al., 2010; Xie et al., 2014), whereas N deficient conditions promote primary/axial root elongation (Yoneyama et al., 2012; Zhang et al., 2012; Sun et al., 2014). While these morphological responses occur in days, metabolic changes could be in place within minutes or hours after N level changes. Metabolic responses to N availability include modulation of nitrate/ammonium transporter activities (Sonoda et al., 2003; Gu et al., 2013), regulation of N assimilation enzymes, and higher carbon assimilation rate in response to higher N content (Xu et al., 2012; Griffiths et al., 2016). Moreover, N status was shown to affect plant defense responses (Verly et al., 2020; Soulie et al., 2020). These morphological and metabolic responses often involve the regulation of relevant genes and gene networks. Genes involved in the N responses have been well characterized and their expression is controlled by complex gene regulatory networks (Vidal et al., 2014; Ueda et al., 2017; Zhao et al., 2018). Multiple transcription factors, e.g. HRS1 (Kiba et al., 2018), TGAs (Alvarez et al., 2014), NLP (Guan et al., 2017; Alvarez et al., 2020), and bZIPs (Yang et al., 2019), have been characterized as important regulators of N signaling and metabolism.

In recent years, chromatin regulatory mechanism has emerged as an integral player in gene regulation during environmental responses (Zhao et al., 2005; Secco et al., 2017; Friedrich et al., 2019; Chang et al., 2020). Histone lysine methylation, a specific form of chromatin modification, depicts covalent modifications of lysine residues of histone subunits H3 and H4 by methyl groups. Histone lysine methylation is catalyzed by histone lysine(K) methyltransferases (HKMTs) of the SET domain group (SDGs) protein family (Makarevich et al., 2006). Histone lysine methylation influences chromatin structure and accessibility of the associated genomic DNA to transcriptional machinery, therefore modulating gene expression (Kouzarides, 2007; Thorstensen et al., 2008; Alvarez et al., 2010). Different levels of methylation (mono-, di- or tri-) at different lysine residues can be associated with either activation or repression of gene expression, thus adding to the complexity of gene regulation (Upadhyay and Cheng, 2011). Recent efforts, mostly in the model plant Arabidopsis, have begun to reveal the role of chromatin regulation in mediating N responses. In Arabidopsis, the regulation of high-affinity transporter *NITRATE TRANSPORTER 2.1* (*NRT2.1*) was reported to be associated with the increase of repressive histone methylation mark H3K27me3 and decrease of permissive marks H3K4me3 and H3K36me3 (Widiez et al., 2011). At the genome-wide level, a histone methyltransferase SDG8 was shown to mediate epigenetic and transcriptional regulation of N-responsive genes in Arabidopsis (Li et al., 2019). However, in contrast to our knowledge of N-relevant chromatin modifications in Arabidopsis, our understanding of chromatin regulation of nutrient responses in crop species, which have been bred with supplemented N, remains rather scarce. In addition, while previous studies largely focused on whole seedlings, the role of histone modification in controlling root plasticity in response to changing N has rarely been explored.

In this study, we address these knowledge gaps by presenting that two tomato histone lysine methyltransferases SDG33 (Solyc04g057880.2.1) and SDG34 (Solyc06g059960.2.1), homologs of Arabidopsis SDG8 (Aiese Cigliano et al., 2013), mediate the expression of gene networks and physiological changes in response to N signals in the shoots and roots. In Arabidopsis, SDG8 functions as H3K36 methyltransferase to regulate multiple metabolic processes and environmental responses, including nitrogen response (Zhao et al., 2005; Xu et al., 2008; Berr et al., 2010; Li et al., 2015; Lee et al., 2016; Jiang et al., 2018; Li et al., 2020), and is highly conserved among eukaryotes, with homologs in human (Li et al., 2007), yeast (Krogan et al., 2003), rice (Liu et al., 2016), and tomato (Aiese Cigliano et al., 2013). The tomato homologs of SDG8, SDG33 and SDG34, are also shown to affect H3K4 and H3K36 methylation (Bvindi et al., 2022). We test the hypothesis that the function of SDG8 in mediating N responses is conserved across species and that the tomato SDG33 and/or SDG34 also regulate N response. Through transcriptomic profiling of CRISPR edited *sdg33* and *sdg34* mutants under N-treatments, we uncover that SDG33 and SDG34 control N-responsive gene regulatory networks in an organ-specific manner. Specifically, in the roots SDG33 and SDG34 regulate *NITRATE TRANSPORTER 1.1* (*NRT1.1*) and *SMALL AUXIN UP-REGULATED RNA* (*SAUR*), as well as N-responsive root growth, thus suggesting histone methylation as the possible epigenetic mechanisms for N-mediated root plasticity. Moreover, the two paralogous SDG33 and SDG34 regulate shared downstream gene networks, as well as control distinct downstream genes, thus providing insights into the functional divergence of histone methyltransferases.

## Materials and methods

### Plant growth conditions and treatments

CRISPR mutants *sdg33* and *sdg34* created previously in our labs (Bvindi et al., 2022) and the corresponding wild type (WT) tomato (*Solanum lycopersicum*) cultivar CastlemartII, a widely grown cultivated tomato cultivar, was used in this study. Specifically, *sdg33.1* (referred to as *sdg33-64B* in Bvindi et al., 2022), *sdg33.2* (a.k.a *sdg33-64S*), *sdg34.1* (*sdg34-76*), and *sdg34.2* (*sdg34-27*) were used, while *sdg33.1* and *sdg34.1* were used for transcriptome specifically. Seeds were surface sterilized with 20% sodium hypochlorite for 20 minutes and rinsed with distilled water. The seeds were then germinated on filter paper in the dark until the radicle emerged and transferred into black sand for the seedlings to be established for one week. Seedlings were then grown hydroponically in foil tapped plastic containers with 1L nutrient medium, which consisted of 1.2 mM KNO_3_, 0.8mM Ca(NO_3_)_2_, 0.2mM NH_4_H_2_PO_4_, 0.2mM MgSO4, 50μM KCl, 12.5 μM H_3_BO_3_, 1 μM MnSO_4_, 1 μMZnSO_4_, 0.5 μMCuSO_4_, 0.1 μM H_2_MoO_4_, 0.1 μM NiSO_4_ and 10 μM Fe-EDDHA (Wang et al., 2001). Plants were grown in the greenhouse with a photoperiod of 14-h light and 10-h dark at 24°C. Two plants were grown in one container and aeration was provided for one hour daily to increase the oxygen content of the nutrient medium. The nutrient medium was refreshed every three days.

After two weeks of growth in the nutrient medium, plants were transferred into the starvation medium, which is identical to the nutrient medium except that 1.2 mM KNO_3_, 0.8mM Ca(NO_3_)_2_, 0.2mM NH_4_H_2_PO_4_ were replaced by 0.6mM K_2_SO_4_, 0.8mM CaSO_4_, 0.2mM KH_2_PO_4_ respectively. After two days in the starvation medium, plants were transferred into two treatment media: (1) with N (+N); and (2) without N as control (-N). The +N treatment medium was the same as the growth medium and the -N treatment medium was the same as the starvation solution. Plants were grown in respective treatments for five hours before being harvested for RNA analysis. Plants were grown in respective treatments for seven days and phenotyped on the eighth day for root architecture, fresh shoot weight, and chlorophyll content.

### RNA extraction

Plants were grown hydroponically as described above. Three independent plants were pooled to make one replication and three replications per treatment per genotype were used for RNA extraction. RNA for transcriptome profiling was extracted from the root and shoot samples harvested five hours after N treatments. Total RNA was extracted from the shoots and roots using Trizol (Invitrogen) according to the manufacturer’s instructions. After extraction, total RNA was treated with DNase (New England Biolabs) according to the manufacturer’s instructions. RNA was then precipitated with 3M sodium acetate and three-times volume of 100% ethanol and resuspended in DEPC treated water. RNA was then concentrated using ZYMO RNA clean and concentrator kit (ZYMO Research) according to the manufacturer’s instructions. The integrity of RNA was accessed by the Agilent Bioanalyzer (Agilent technologies).

### RNA sequencing and data analysis

RNA samples were submitted to the Purdue Genomics Core for RNA-Seq library preparation and sequencing on an Illumina Novaseq platform with paired-end 50bp format. On average, approximately 25 million read pairs were generated for each library. The raw sequencing reads were trimmed by the Purdue Genomics Core to remove adaptors and low-quality reads. Next, trimmed reads were mapped against the tomato genome (build 3.0, assessed on June 5, 2019) using BBmap (Bushnell et al., 2017). Next, mapped reads were used to generate a count for each gene feature in the genome, using the tomato gene models ITAG3.2 and the annotated miRNA loci based on miRbase (Kozomara and Griffiths-Jones, 2011), using FeatureCounts (Liao et al., 2014). The expression level determined by RNA-seq agree well with that determined by qRT-PCR (**Figure S1**). 

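In the RNA-Seq libraries of WT roots, the nitrate transporter gene *Solyc08g007430.2* had a normalized count of 10 ± 4.36 under -N and 2094 ± 151 under +N (SD, n = 3 libraries each), and in WT shoots 14.7 ± 9.02 and 30 ± 7.21. The nitrite reductase gene *Solyc10g050890.2* had 4869.7 ± 985 and 31059.7 ± 1501 in WT roots and 277 ± 75.5 and 689.7 ± 89.5 in WT shoots. The N response in WT, log2(+N/-N), was 7.64 (SE 0.37, adjusted p = 1.24e-10) for the nitrate transporter gene in roots and 1.14 (SE 0.42, adjusted p = 0.0465) in shoots. For nitrite reductase it was 2.69 (SE 0.21, adjusted p = 2.98e-08) in roots and 1.35 (SE 0.23, adjusted p = 2.18e-04) in shoots. In each of these comparisons except the nitrate transporter gene in shoots, every +N library lay above every -N library. No numerical qRT-PCR measurements were at hand, so their agreement with the RNA-Seq values was not tested.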

Finally, differentially expressed genes were detected using DESeq2 (Love et al., 2014) with the design (~Genotype+Treatment+Genotype : Treatment), for *sdg33* and *sdg34*, separately. The GO analyses for the DEGs were first performed using AgriGO (Du et al., 2010) database with FDR < 0.05 unless otherwise noted (*e.g.* by ShinyGO (Ge et al., 2020)). Then the enrichment results were further processed using the ReviGO tool (Supek et al., 2011) which clusters enriched GO terms based on semantic similarity to reduce the redundant GO terms and prioritize the most representative ones. The ReviGO analysis was performed using default parameters, with the allowed similarity being 0.9. The heatmaps and clustering were performed using Mev (Howe et al., 2011) and the heatmaps show the normalized expression levels (by full quantile method in EDAseq) which was then normalized to the mean of the row for heatmap.

### Network module analysis

To perform the network analysis, the gene count matrix containing 36 RNA-seq libraries (3 reps x 3 genotypes x 2 treatments =18 libraries from the root samples and 18 libraries from the shoot samples) was normalized by a median of ratios method using DEseq2. Next, the normalized gene counts were log-transformed (log2(x+1)) and filtered for low expression genes with the cutoff (mean gene count > 3). Next, the filtered expression matrix from shoots and roots were processed using the weighted gene co-expression network analysis (WGCNA) package (Langfelder and Horvath, 2008) to identify co-expression network modules with the following parameters: (1) soft-threshold power β = 9 to reach the scale-free network topology (model fitting index R2 > 0.8); and (2) dynamic tree cut for module identification (deepSplit =2 and minModuleSize =50). To identify the modules that were significantly enriched with the identified DEGs, the hypergeometric test was used to compare DEGs with genes in each module. To overlay the multinetwork interaction information from the model plant Arabidopsis, first, BLASTP was used to determine Arabidopsis homologous genes at an E-value cutoff of 1E-6. The homologous Arabidopsis genes corresponding to a network module were uploaded to the VirtualPlant platform to construct a network using “network analysis” tool by inquiring multinetwork database which comprises previously identified protein-protein interactions, enzymes, and metabolic information from the KEGG database, and transcription factor-gene interactions (Katari et al., 2010). The resultant gene networks were visualized and analyzed using Cytoscape (Shannon et al., 2003). Finally, the “hub” genes (with the largest number of outdegree) and the most regulated gene (with the largest number of indegree) inside each network module were selected using the NetworkAnalyzer function of the Cytoscape. To determine which GO categories are statistically overrepresented in the identified gene networks, the BiNGO (the biological networks Gene Ontology) plugin in the Cytoscape was used to perform GO term enrichment analysis.

### Chlorophyll measurement

Shoots were harvested at the end of the treatments and frozen in liquid nitrogen. The shoot tissue was ground to fine powder, weighed and chlorophyll was extracted with methanol by incubating at room temperature for 10 min with gentle rotation. The extract was centrifuged at 13000rpm for seven minutes and the supernatants were used for absorbance measurement. The absorbance was measured using supernatant at 750, 665, and 652nm by a Tecan microplate reader (Tecan Switzerland), using methanol as the blank. Chlorophyll a (Chl a), Chlorophyll b (Chl b), the ratio of Chl a:b, and total chlorophyll were calculated according to (J.Porra, 1990; Aiese Cigliano et al., 2013).

### Photosynthesis measurement

Plants were grown in standard greenhouse condition (14 h day/8h night, 24°C). Seeds were first germinated in clay for a week, and then grown by treating with the nutrient solutions (+N) twice a week for five weeks so that the leaves were big enough for photosynthetic measurements. Next, half of the plants were treated with +N solution and the other half were treated with -N solutions for a week, and then photosynthetic parameters were measured using the PhotoSynQ system (MultispecQ V2.0).

### Root architecture measurements

Roots grown in hydroponics solutions were laid as a single pane in a transparent tray with a thin layer of water placed on top of a lightbox and imaged by a fixed-height digital camera. Images were uploaded in the root imaging software GiAroots (Galkovskyi et al., 2012) for processing and phenotyping. The GiAroot pipeline consists of image preparation steps (scaling, rotating, and cropping), creating a greyscale image, and applying double adaptive imaging thresholding with pre-set parameters to produce binary foreground (root) or background (non-root). The binary images were then processed for all the root architecture trait calculations. Pixels were scaled to the appropriate dimension; millimeters, square millimeters or cubic millimeter’s using a reference ruler in the image.

### Statistical analysis of physiological traits

Two-way ANOVA was performed to test the impact of genotype, N treatment, and their interaction on each phenotypic trait. ANOVA was performed in the R software, version 3.3.1 (R Core Team, 2021) using the Agricolae package. Statistical significance was determined at the level P≤ 0.05. To further analyze which means are significantly different, means were compared using the student ‘s T-test. N response was also determined by comparing the means in the N treatment (+N) to the control treatment (-N) using a two-sample t-test assuming unequal variance.

## Results

### SDG33 and SDG34 regulate the expression of overlapping yet distinct downstream genes

To investigate the roles of tomato SDG33 and SDG34 in regulating N responses, we compared transcriptomes of CRISPR mutants *sdg33* or *sdg34* (Bvindi et al., 2022) and wild type plants (WT) grown under N-supplied (+N) or N-starved (-N) conditions (**Figure 1A**). In detail, *sdg33* and *sdg34* mutants, as well as WT, were grown hydroponically in N-rich media for two weeks, followed by N starvation for 48 hours, and then transferred to media supplemented with N (+N) or control media without N (-N). After five-hour of N treatments, shoot and root tissues were harvested separately for RNA-Seq to determine the genome-wide regulatory effects of SDG33 and SDG34 in N responses. RNA-Seq reads were mapped to the tomato genome using BBmap (Bushnell et al., 2017) and then counted using FeatureCount (Liao et al., 2014). 

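Shoots and roots of WT (cultivar Castlemart II), *sdg33* and *sdg34* under +N and -N made 12 groups of 3 libraries, and each library came from a pool of 3 plants. After 48 h without N, the plants were given medium with 2.8 mM nitrate and 0.2 mM ammonium (+N) or with 0 mM of both (-N) for 5 h. The paper gives 14 h of light and 10 h of darkness per day, whereas the descriptions deposited with the libraries give 16 h and 8 h. The authors deposited 1 table for shoots and 1 for roots, each listing 35768 gene models and 104 miRNA loci in 18 libraries. The deposited values are whole numbers but not read counts. Sorted by size, all 36 libraries hold the same values, with a total of 19667069, 12678 zeros and a highest value of 264554, which is what full-quantile normalization of all libraries together leaves. The paper names this normalization for its heatmaps. The number of reads in each library is therefore unknown, and the values, called normalized counts here, were used without a further scaling factor. Genes of chromosome 12, the last to be listed before the miRNA loci, make up 6.94% of the listed genes but hold 26.5% of the values equal to 1. Between the replicates of a group, Pearson's r across genes of log2(value + 1) ranged from 0.944 to 0.990, where genes are not independent replicates. The lowest value was between libraries of -N WT shoots, whose median SD across genes was 0.32 on the log2 scale, against 0.13 to 0.23 in the other groups.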

Differentially expressed genes (DEGs) were determined using DESeq2 with the design (~Genotype+Treatment+Genotype : Treatment).

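Because the deposited values are not counts, they were tested with limma's moderated test on log2(value + 1), with a variance trend over expression, for genes with a normalized count of at least 10 in at least 3 libraries of the fit. For each mutant and organ, the 12 libraries of that mutant and of WT were fitted as 4 groups. The genotype effect was the mean of the differences between mutant and WT at -N and at +N, and the interaction was the N response of the mutant, log2(+N/-N), minus that of WT. Genotype effects are given as log2(mutant/WT), the inverse of the paper's ratio, so that up-regulated genes have positive values. P-values were adjusted by the Benjamini-Hochberg method over the genes of each contrast with a threshold of 0.05, and genotype DEGs also passed an absolute log2 fold change of 2. For a single gene in 3 against 3 libraries, a two-sided exact permutation test cannot give a p-value below 0.1, which it gives whenever the groups do not overlap. On the first principal component of the shoot libraries, with 44.2% of the variance, the WT libraries lay at 80.5 or higher and the mutant libraries at -34.1 or lower. On the second, with 16.0%, the -N libraries lay at 20.0 or higher and the +N libraries at -23.5 or lower. In roots, the first component, with 47.4% of the variance, placed the -N libraries at 16.8 or higher, the +N libraries of WT between 9.01 and 10.5 and the +N libraries of the mutants at -70.2 or lower. The second, with 23.6%, placed the WT libraries at 14.0 or higher and the mutant libraries at 1.24 or lower. In shoots, the *SDG33* transcript (*Solyc04g057880.3*) had a normalized count of 176 ± 36.7 under -N and 259.7 ± 21.5 under +N in *sdg33*, and of 467 ± 83.7 and 391 ± 9.87 in WT (SD, n = 3 libraries each), a genotype log2 fold change of -1.001 (SE 0.13, adjusted p = 1.12e-05). In roots, its log2 fold change in *sdg33* was -0.30 (SE 0.07, adjusted p = 0.00174). The *SDG34* transcript (*Solyc06g059960.3*) had 81.7 ± 20.5 and 91 ± 6.08 in *sdg34* shoots and 158 ± 33.9 and 103 ± 6.25 in WT shoots, a log2 fold change of -0.56 (SE 0.17, adjusted p = 0.00991), which at +N alone was -0.18 (adjusted p = 0.595). In roots, its log2 fold change in *sdg34* was -0.44 (SE 0.18, adjusted p = 0.0522), not past the threshold. The *SDG33* transcript was also lower in *sdg34* shoots, with a log2 fold change of -0.49 (SE 0.12, adjusted p = 0.00356). At -N its normalized counts were 302, 204 and 273 in *sdg34* shoots and 435, 562 and 404 in WT shoots. At +N the shoot libraries overlapped, with 410, 322 and 342 in *sdg34* and 396, 398 and 380 in WT. In roots, the *sdg34* and WT libraries overlapped for this transcript at both N conditions.

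**Figure D1:**
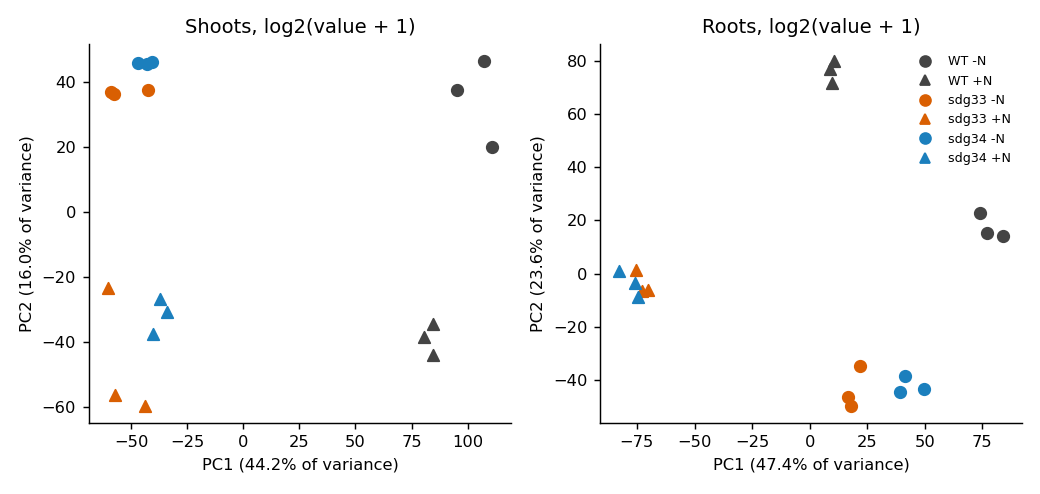
First and second principal components of log2(value + 1) in the shoot libraries and in the root libraries, with the genotype as the color and the N condition as the marker of each library. WT and mutant libraries lie apart on PC1 in shoots and on PC2 in roots.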

**Figure 1:**
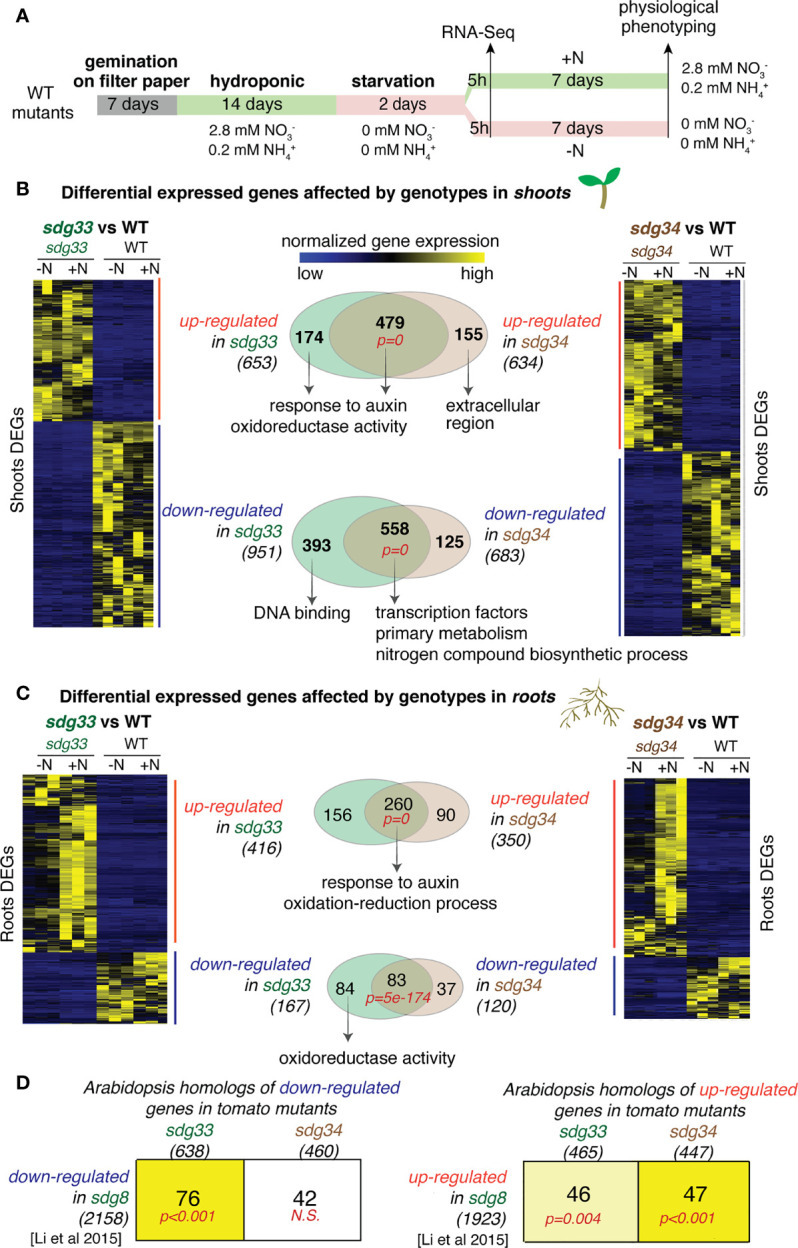
Differentially expressed genes (DEGs) that are mis-expressed in the *sdg33* or *sdg34* mutants were identified for shoots or roots and compared with the genes affected by the Arabidopsis homolog SDG8. **(A)** Experimental scheme of plant growth, treatment, transcriptome and phenotyping were shown. (B & C) Shoot and root transcriptomes were analyzed to identify DEGs that are affected by mutations in *SDG33* or *SDG34* regardless of the nitrogen conditions. The transcript levels of identified DEGs are shown as heatmaps. The Venn diagrams show the comparison of DEGs between *sdg33* and *sdg34*, for up-regulated and down-regulated genes separately, in shoots **(B)** and roots **(C)**. The p-values in red represents the statistical significance of observing the overlap between the DEGs in *sdg33* and that in *sdg34*, determined by hypergeometric distribution against the whole gene set as background. The numbers in parentheses are the total number of genes identified for each category, and the representative significantly enriched GO terms were listed for the commonly shared genes, or genes uniquely regulated by SDG33 or SDG34. **(D)** The DEGs identified in tomato shoots were first converted to their corresponding Arabidopsis homologs (shown in the columns) and then compared with the DEGs identified in Arabidopsis seedlings mutated in *sdg8* (the homolog of SDG33 and SDG34) (Li et al., 2015) (shown in the row). The size of each gene set was shown as the number within parentheses. Each cell includes the number of genes overlapped between the gene set represented by the column (DEGs from tomato) and the gene set represented by the row (DEGs from Arabidopsis). The p-values represent the significance of such overlaps determined by the Genesect function in the VirtualPlant platform. The bright yellow background of the cell indicates a highly significant overlap between the two gene sets (*i.e.* the overlap is significantly higher than what is expected by chance at a p<0.001 cutoff), and the light-yellow background indicates a modest significant overlap (p<0.05), while white background indicates not-significant (N.S.) overlap (p>0.05).

We first identified DEGs that are affected by genotype (WT vs *sdg33* and WT vs *sdg34*) regardless of N conditions (statistical cut-offs: |log2(WT/mutant) | > 2; FDR < 5%). Overall, mutations in *sdg33* or *sdg34* lead to altered expression of hundreds of genes in the shoots and in the roots. 

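In the shoots, 20713 genes were tested for *sdg33* and 20692 for *sdg34*. Past both cut-offs, 648 genes were up-regulated and 583 down-regulated in *sdg33*, and 608 were up-regulated and 456 down-regulated in *sdg34*. An adjusted p-value under 0.05 without the fold-change cut-off was reached by 12025 genes for *sdg33*, 6432 of them up-regulated, and by 10937 genes for *sdg34*, 5775 of them up-regulated. The median genotype log2 fold change over all tested genes was 0.04 for *sdg33* and 0.03 for *sdg34*. The alternative that moved the counts most was a log2 fold-change cut-off of 1 in place of 2, with 2133 up-regulated and 2374 down-regulated genes in *sdg33* and 1799 and 1904 in *sdg34*. Of the paper's list of 653 genes up-regulated in *sdg33*, 549 were among the genes called here, and of its list of 951 down-regulated genes 553. For *sdg34*, 534 of the paper's 634 up-regulated genes and 433 of its 683 down-regulated genes were called here. The listed genes that passed the filter on low values, 577 and 794 for *sdg33* and 555 and 563 for *sdg34*, all changed in the direction of the list.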

In the shoots, 653 and 634 up-regulated genes, and 951 and 683 downregulated genes were identified in *sdg33* and *sdg34* separately (**Figure 1B**; **Supplemental Tables S1 & S2**). 

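In the roots, 305 genes were up-regulated and 117 down-regulated in *sdg33* among 20391 tested, and 229 were up-regulated and 81 down-regulated in *sdg34* among 20467 tested. An adjusted p-value under 0.05 without the fold-change cut-off was reached by 11236 genes for *sdg33*, 5857 of them down-regulated, and by 10664 genes for *sdg34*, 5662 of them down-regulated. With the log2 cut-off of 1, the alternative that moved these counts most, 1090 genes were up-regulated and 982 down-regulated in *sdg33*, and 1006 and 831 in *sdg34*. The root counts also depended on the N condition at which the genotypes were compared. At -N alone, 134 genes were up-regulated in *sdg34*, and at +N alone 482.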

In the roots, 416 and 350 up-regulated genes, and 167 and 120 down-regulated genes were identified in *sdg33* and *sdg34* separately (**Figure 1C**; **Supplemental Table S3 & S4**). Since SDG33 and SDG34 proteins share 71% similarity in amino acid sequence, we investigated whether SDG33 and SDG34 have similar or diverged regulatory roles by comparing their downstream regulated genes. We observed highly significant overlaps between the DEGs regulated by SDG33 and SDG34, while they each regulate a smaller unique set of genes (number of overlapped and unique DEGs, and p-values for the overlaps were shown as Venn diagrams in **Figures 1B, C**). 

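Overlaps were computed among the genes tested for both mutants, 20491 in shoots and 20278 in roots, with the hypergeometric distribution (a one-sided Fisher's exact test), and the p-values of the 19 overlaps computed here were adjusted together. Because some of these p-values are too small to be stored as such, those of the shared DEGs are given as their log10. In the shoots, 449 up-regulated genes were shared, 74.7% of those of *sdg33* and 79.6% of those of *sdg34*, where 16.5 were expected (27.1-fold, log10 p = -668, adjusted -667). Of the down-regulated genes, 381 were shared, 65.5% and 83.6% of the 2 sets, where 13.0 were expected (29.4-fold, log10 p = -573.3, adjusted -572.8). In the roots, 197 up-regulated genes were shared, 70.4% and 92.9%, where 2.93 were expected (67.3-fold, log10 p = -384.9, adjusted -384.5), and 72 down-regulated genes, 61.5% and 88.9%, where 0.467 was expected (154-fold, log10 p = -162.1, adjusted -161.8). These tests take genes as independent, which genes of one library are not. With the genotype compared at -N alone, 101 up-regulated genes were shared in the roots, and at +N alone 340 up-regulated and 138 down-regulated genes.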

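Among the 449 up-regulated genes shared by both mutants in the shoots, the largest changes in genes whose mutant libraries all lay above the WT libraries of the same N condition were in *Solyc04g007000.1*, described as an AP2/B3 transcription factor, and *Solyc06g066420.3*, described as oxidative stress 3. *Solyc04g007000.1* had a normalized count of 3.67 ± 2.52 under -N and 9.67 ± 2.89 under +N in WT, 807 ± 194 and 1668 ± 358 in *sdg33*, and 1950.3 ± 26.3 and 1184 ± 208 in *sdg34* (SD, n = 3 libraries each), with log2 fold changes of 7.44 (SE 0.28, adjusted p = 4.10e-11) and 7.85 (SE 0.25, adjusted p = 5.80e-12). *Solyc06g066420.3* was listed at 0 in the +N libraries of WT and had 585 ± 134 in those of *sdg33* and 93 ± 6.25 in those of *sdg34*. Descriptions were taken from the paper's supplemental lists, which cover 437 of the 449, because the reference table used here does not hold these gene models, and enrichment was not tested. By keywords in these descriptions, 16 of the 437 were related to auxin, 7 of them SAUR genes, and 37 were oxidoreductases, including cytochromes P450. The auxin genes with the largest mean log2 fold changes were the auxin-repressed protein genes *Solyc03g006360.3*, with 5.67 (SE 0.43, adjusted p = 7.20e-08) in *sdg33* and 3.69 (SE 0.45, adjusted p = 8.36e-06) in *sdg34*, and *Solyc06g063060.3*, with 4.18 (SE 0.26, adjusted p = 6.48e-09) and 3.50 (SE 0.25, adjusted p = 2.66e-08). Among the oxidoreductases they were *Solyc09g097960.3*, with 4.16 (SE 0.45, adjusted p = 2.54e-06) and 4.61 (SE 0.46, adjusted p = 1.01e-06), and the cytochrome P450 gene *Solyc07g055440.2*, with 4.42 (SE 0.32, adjusted p = 4.57e-08) and 3.797 (SE 0.36, adjusted p = 5.32e-07). The same keywords found 43 transcription factors, *Solyc09g089930.2* among them with log2 fold changes of 6.36 and 6.74, and 15 transporters, with *Solyc05g051900.3* at 4.58 and 4.04 and *Solyc05g053610.2*, listed at 0 in the +N libraries of WT. With the filter set to at least 10 in every library, 3 auxin genes and 11 oxidoreductases were among 193 shared genes.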

In the shoots, 479 up-regulated genes shared between *sdg33* and *sdg34* are enriched with GO terms “response to auxin” and “oxidoreductase activity”, indicating that both SDG33 and SDG34 repress genes involved in auxin response and oxidoreductase activity (**Supplemental Table S5**; **Figure 1B**). Interestingly, the 174 genes that are significantly repressed by SDG33 only also have the same significantly enriched GO terms “response to auxin” and “oxidoreductase activity” (**Supplemental Table S6**; **Figure 1B**). By contrast, the 155 genes that are uniquely repressed by SDG34 have different GO terms (**Figure 1B**). This suggests that the biological processes regulated by SDG33 are comparable to the “core” function shared between SDG33 and SDG34. This is also supported by the down-regulated genes identified in the shoots: both the 558 shared down-regulated DEGs and the 393 DEGs uniquely down-regulated in the *sdg33* mutant are significantly enriched with GO terms related to transcriptional regulation activity (**Supplemental Table S7**; **Figure 1B**). 

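In the shoots, 199 genes were up-regulated past the cut-offs in *sdg33* and not in *sdg34*. Of these, 152 passed the filter on low values in both comparisons, and 150 had a positive log2 fold change in *sdg34* as well, 129 of them with an adjusted p-value under 0.05. A direct test between the mutants gave an adjusted p-value under 0.05 for 79 of the 199. Descriptions are available for 134 of the 199, of which 6 were related to auxin, 4 of them SAUR genes, and 8 were oxidoreductases. The auxin count was 12 without a filter on low values, and 2 with at least 10 in every library.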

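Conversely, 159 genes were up-regulated in *sdg34* and not in *sdg33*. Of these, 115 passed the filter in both comparisons, 114 had a positive log2 fold change in *sdg33* and 96 of them an adjusted p-value under 0.05, while 51 differed between the mutants in the direct test. Among the 116 with a description, 2 were related to auxin and 18 were oxidoreductases. With the filter set to at least 10 in every library, 2 oxidoreductases were in this set.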

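Of the 381 down-regulated genes shared in the shoots, 375 have a description. By keyword, 38 of these were transcription factors, 33 oxidoreductases (8.80%, against 8.47% of the described up-regulated genes shared in the shoots) and 7 related to auxin, 3 of them SAUR genes. The largest changes were in *Solyc11g068390.1*, a B-box zinc finger gene, and *Solyc09g061730.2*, a late embryogenesis abundant protein gene. *Solyc11g068390.1* had a normalized count of 540 ± 135 under -N and 273 ± 14.1 under +N in WT (SD, n = 3 libraries each), and was listed at 0 in all *sdg33* libraries and in the +N libraries of *sdg34*. *Solyc09g061730.2* had 327 ± 60.0 and 113 ± 10.1 in WT, 4.33 ± 5.13 and 1 ± 1.73 in *sdg33* and 3 ± 3.61 and 4 ± 4 in *sdg34*, with log2 fold changes of -6.34 (SE 0.51, adjusted p = 1.21e-07) and -5.91 (SE 0.53, adjusted p = 3.01e-07). In *sdg33* only, 202 genes were down-regulated, and of the 182 with a description 19 were transcription factors and 24 oxidoreductases (13.2%). All 201 of these genes that were tested for *sdg34* had a negative log2 fold change there, 178 with an adjusted p-value under 0.05, and 69 differed between the mutants in the direct test. In *sdg34* only, 75 genes were down-regulated, 9 of which differed between the mutants, and 6 of the 69 with a description were transcription factors.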

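Of the 197 genes up-regulated in the roots of both mutants, 144 have a description. By keyword, 6 of these were related to auxin, 3 of them SAUR genes, and 20 were oxidoreductases. The largest changes were in *Solyc10g050990.1*, with log2 fold changes of 7.31 (SE 0.43, adjusted p = 1.23e-08) in *sdg33* and 6.66 (SE 0.43, adjusted p = 4.78e-08) in *sdg34*, and *Solyc07g054790.1*, with 6.80 (SE 0.57, adjusted p = 3.59e-07) and 6.63 (SE 0.56, adjusted p = 6.30e-07). The auxin efflux carrier gene *SlPIN5* (*Solyc01g068410.3*) had a normalized count of 98.7 ± 35.2 under -N and 138 ± 14.6 under +N in WT, 1377 ± 197 and 3641 ± 541 in *sdg33*, and 1166 ± 62.4 and 3717 ± 237 in *sdg34* (SD, n = 3 libraries each). Its log2 fold changes were 4.28 (SE 0.16, adjusted p = 1.79e-10) and 4.18 (SE 0.15, adjusted p = 1.90e-10). The SAUR-like gene *Solyc11g011670.1* had 4.09 and 3.25. Among the oxidoreductases, *Solyc07g026650.3*, a 1-aminocyclopropane-1-carboxylate oxidase gene, rose from 299 ± 99.8 and 841 ± 215 in WT to 19067 ± 4821 and 32824 ± 3428 in *sdg33* and 12445 ± 3930.2 and 37583 ± 1321 in *sdg34*, with log2 fold changes of 5.66 (SE 0.17, adjusted p = 2.81e-11) and 5.45 (SE 0.18, adjusted p = 1.21e-10). The 2-aminoethanethiol dioxygenase gene *Solyc03g113130.3* had 6.05 (SE 0.15, adjusted p = 4.08e-12) and 5.95 (SE 0.13, adjusted p = 3.50e-12). The set also held 18 transcription factors, with the bHLH genes *Solyc00g050430.3* at 5.63 and 5.30 and *Solyc12g088130.2* at 4.92 and 4.88, and 3 transporters. With at least 10 required in every library, 1 auxin gene and 11 oxidoreductases were among 114 shared genes. The largest decreases shared in the roots were in *Solyc03g096760.1*, with -5.75 (SE 0.18, adjusted p = 2.98e-11) and -6.14 (SE 0.17, adjusted p = 2.74e-11), and the next gene on the chromosome, *Solyc03g096770.1*, a response to low sulfur gene with -5.30 (SE 0.12, adjusted p = 1.57e-12) and -5.25 (SE 0.23, adjusted p = 1.26e-09).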

In the roots, 260 genes were commonly up-regulated in both *sdg33* and *sdg34* (**Figure 1C**), with significantly enriched GO terms “response to auxin” and “oxidation-reduction process” (**Supplemental Table S8**; **Figure 1C**), similar to those identified in the shoots (**Figure 1B**). Therefore, SDG33 and SDG34 repress genes involved in auxin response and oxidation-reduction process in both shoots and roots. In either shoots or roots, the up-regulated genes identified in one mutant do not overlap with the down-regulated genes in the other mutant, and *vice versa*.

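No gene was up-regulated past the cut-offs in one mutant and down-regulated in the other. This count was 0 in either direction in shoots, where 13.4 and 16.0 genes were expected by chance, and in roots, where 1.12 and 1.22 were expected, and it remained 0 with an unadjusted p-value under 0.05 in place of the adjusted one. Without the fold-change cut-off, 5 genes in shoots and 3 in roots were up-regulated in *sdg33* and down-regulated in *sdg34*, where 1601 and 1487 were expected. In the opposite direction there were 9 in shoots and 3 in roots, where 1557 and 1428 were expected. In the same direction, 4906 up-regulated and 4451 down-regulated genes were shared in shoots, and 4193 and 4755 in roots. The WT libraries were common to both comparisons, which by itself favors changes in the same direction.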

Next, we asked if the regulatory targets of histone methyltransferases are conserved between species. Indeed, SDG33 and SDG34 activate genes involved in transcriptional regulation and primary metabolism in the shoots (**Figure 1B**), similar to their Arabidopsis ortholog SDG8 (Li et al., 2015). To further study this, we compared genes regulated by SDG33 and SDG34 in tomato with genes regulated by their Arabidopsis ortholog SDG8 (Li et al., 2015) through homology mapping (BLASTP with E-value < 1e-6). Interestingly, the down-regulated genes in *sdg33*, but not those in *sdg34*, have a significant overlap with down-regulated genes in the *sdg8* mutant in Arabidopsis (**Figure 1D**; significant overlap with p<0.001 as determined by Genesect in the VirtualPlant platform (Katari et al., 2010)). By contrast, the up-regulated genes in *sdg34*, compared to those in *sdg33*, have a more significant overlap with up-regulated genes in the *sdg8* mutant in Arabidopsis (**Figure 1D**). Therefore, our results suggested that SDG33 shares the activated targets with its Arabidopsis homolog SDG8, while SDG34 shares the repressed targets with Arabidopsis SDG8.

Overall, our results support that the tomato SDG33 and SDG34 share the majority of their downstream regulated genes, in addition to a subset of distinct target genes they each regulate. 

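Across all genes tested for both mutants, the genotype log2 fold changes of *sdg33* and *sdg34* had a Pearson's r of 0.937 (Spearman's rho 0.913) in shoots and 0.941 (0.914) in roots, where genes are not independent replicates. The same WT libraries enter both sides of this correlation. With the WT libraries divided so that each mutant was compared with its own, r lay between 0.794 and 0.862 in shoots over the 18 ways of dividing them, and between 0.837 and 0.858 in roots. Every library of both mutants lay beyond every WT library of the same N condition for 387 of the 449 up-regulated and 344 of the 381 down-regulated genes shared in shoots, and for 168 of 197 and 66 of 72 in roots, where 3 against 3 libraries do so in 10% of cases by chance in each comparison. This shows no stability, because the genes were chosen for large changes in the same libraries. In the direct test between the mutants, 3279 genes differed in shoots (1594 of them higher in *sdg34*) and 199 in roots (93 higher in *sdg34*), and the difference was above a log2 of 2 for 25 and 17 of them. Of the root genes called in one mutant only, 17 of 108 up-regulated and 2 of 45 down-regulated genes of *sdg33* differed between the mutants, and 8 of 32 up-regulated and 0 of 9 down-regulated genes of *sdg34* (4 of those 9 at an unadjusted p-value under 0.05). From the overlaps between the DEGs of both mutants, the paper concludes that SDG33 and SDG34 share most of their downstream genes and that each also regulates a subset of its own.

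**Figure D2:**
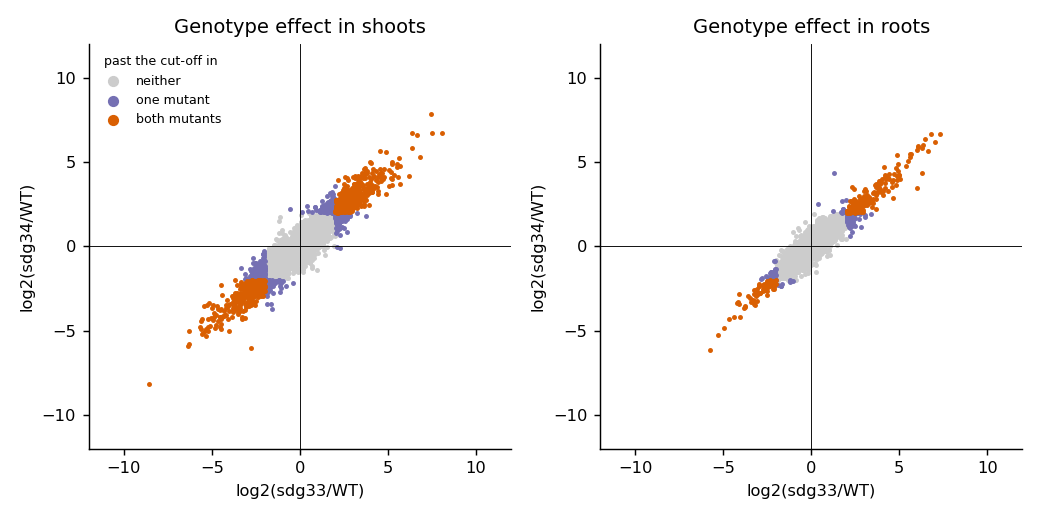
Genotype log2 fold change of each tested gene in *sdg33* (x axis) and in *sdg34* (y axis) in shoots and in roots, colored by whether the gene passes the cut-offs in neither, one or both mutants. Genes past the cut-offs in both mutants changed in the same direction in both, 830 in shoots and 269 in roots.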

In the shoots, SDG33 and SDG34 activate genes involved in primary metabolism and transcriptional regulation. In the shoots as well as in the roots, SDG33 and SDG34 repress the expression of genes involved in auxin response and oxidation-reduction process. In addition to the shared “core” function, we observed a possible functional divergence between SDG33 and SDG34: SDG33 seems to preserve more of the core function shared between SDG33 and SDG34, while SDG34 regulates additional processes; in addition, through cross-species comparison of the regulatomes (the collection of genes transcriptionally regulated by SDG33/34), SDG33 shares the positively regulated targets with the Arabidopsis homolog SDG8, while SDG34 shares more of the negatively regulated targets.

### SDG33 and SDG34 mediate N-responsive gene regulatory networks in roots

We next analysed our RNA-Seq datasets to determine whether SDG33 and SDG34 mediate N-responsive gene regulations. To do this, we identified DEGs whose transcriptional regulation by N is dependent on SDG33 or SDG34, using DESeq2 with the model ~Genotype+Treatment+Genotype : Treatment and focused on genes affected by the interaction term Genotype : Treatment (*i.e. sdg33* x N or *sdg34* x N), in shoots and roots separately.

In the roots, 708 DEGs were regulated by the interaction between the *sdg33* mutation and N treatments, and 1,212 DEGs were regulated by the interaction between the *sdg34* mutant and N treatments (**Figure 2A**). These two gene groups share 509 common genes (**Figure 2A**), which are significantly enriched with GO terms “transcriptional regulation” and “transmembrane transport” (**Figure 2B**, **Supplemental Table S10**), and form three major clusters (**Figure 2C**, **Supplemental Table S11**): (*i*) Cluster 1 comprises 343 genes that are induced by N treatment in the mutants but not in the WT (**Figure 2C**), enriched with GO term “regulation of transcription DNA template” (**Supplemental Table S12**); (*ii*) Cluster 2 comprises 100 genes whose expression is down-regulated in response to N in the mutants but to a less degree in the WT (**Figure 2C**), and is enriched with biological functions “transport” (**Supplemental Table S13**); and (*iii*) Cluster 3 contains 66 genes that are induced by N in the WT but are less responsive or even repressed in the mutants (**Figure 2C**). 

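In the roots, the interaction had an adjusted p-value under 0.05 for 1633 genes in *sdg33* (724 above 0 and 909 below 0) and for 3417 genes in *sdg34* (1472 above 0 and 1945 below 0), with no cut-off on its size. The paper's text names no cut-off on the size of the interaction. Of the alternatives, a minimum of 2 on the absolute log2 interaction moved these counts most, to 139 and 285, and a minimum of 1 gave 599 and 1158. The counts were 1224 shared genes where 273 were expected (4.48-fold, log10 p = -669.4, adjusted -668.9), 75.2% of the interaction genes of *sdg33* and 36.0% of those of *sdg34*. Among the 2193 genes called for *sdg34* only, 3 differed between the mutants in a direct test of their interactions, and over all tested genes 10 did (2959 at an unadjusted p-value under 0.05). The interaction log2 values of both mutants had a Pearson's r of 0.729 (Spearman's rho 0.667) across genes. With separate WT libraries for each mutant, r lay between 0.355 and 0.494. The shared genes with the smallest adjusted p-values above 0 were nitrate reductase (*Solyc11g013810.2*) and *Solyc08g007480.2*. The normalized count of nitrate reductase was 32263 ± 2729.8 under -N and 24333 ± 2869.5 under +N in WT, 5345 ± 899 and 38344 ± 2329 in *sdg33*, and 4853 ± 1201 and 46737 ± 6069 in *sdg34* (SD, n = 3 libraries each), with interactions of 3.27 (SE 0.18, adjusted p = 1.42e-06) and 3.70 (SE 0.23, adjusted p = 7.63e-07). *Solyc08g007480.2* had interactions of 2.98 (SE 0.21, adjusted p = 9.69e-06) and 3.45 (SE 0.26, adjusted p = 3.66e-06). Below 0, *Solyc01g112190.3* had -3.25 (SE 0.21, adjusted p = 4.44e-06) and -3.13 (SE 0.20, adjusted p = 1.21e-06), and *Solyc08g007080.3* had -3.16 (SE 0.23, adjusted p = 1.20e-05) and -3.41 (SE 0.19, adjusted p = 3.65e-07).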

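The 1224 shared root genes were sorted by the sign of the interaction and of the N response. The largest class, with 498 genes (40.7%), had an interaction above 0 and rose with N in the mean of both mutants (482 of them in both), with median N responses of 0.94 in *sdg33* and 1.20 in *sdg34* and of -0.13 in WT. In this class, both mutants but not WT passed the threshold for an N response in 235 genes. A class of 286 genes (23.4%) had an interaction below 0 and did not rise with N in WT, with medians of -1.17 and -1.36 in the mutants and -0.36 in WT. A class of 399 genes (32.6%) had an interaction below 0 and rose with N in WT, with medians of -0.29 and -0.32 in the mutants and 0.47 in WT. Of these 399 genes, 279 fell with N in both mutants and 88 rose in both, to a lesser degree. The remaining genes were 40 whose interaction was above 0 without a rise in the mutants and 1 whose interactions had opposite signs. The mutants lay further from WT at +N than at -N in 419 of the 498, 252 of the 286 and 322 of the 399 genes. The class sizes moved most with a minimum of 2 on the absolute log2 interaction, where these 3 classes held 67, 6 and 17 genes.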

The cluster 3 genes are significantly enriched with biological processes “transport” and “response to auxin” (**Supplemental Table S14**). Given that SDG33 and SDG34 are required for depositing permissive marks H3K36me3 and H3K4me3 (Bvindi et al., 2022), it is likely that cluster 2 and 3 are enriched with the direct targets of SDG33/34.

**Figure 2:**
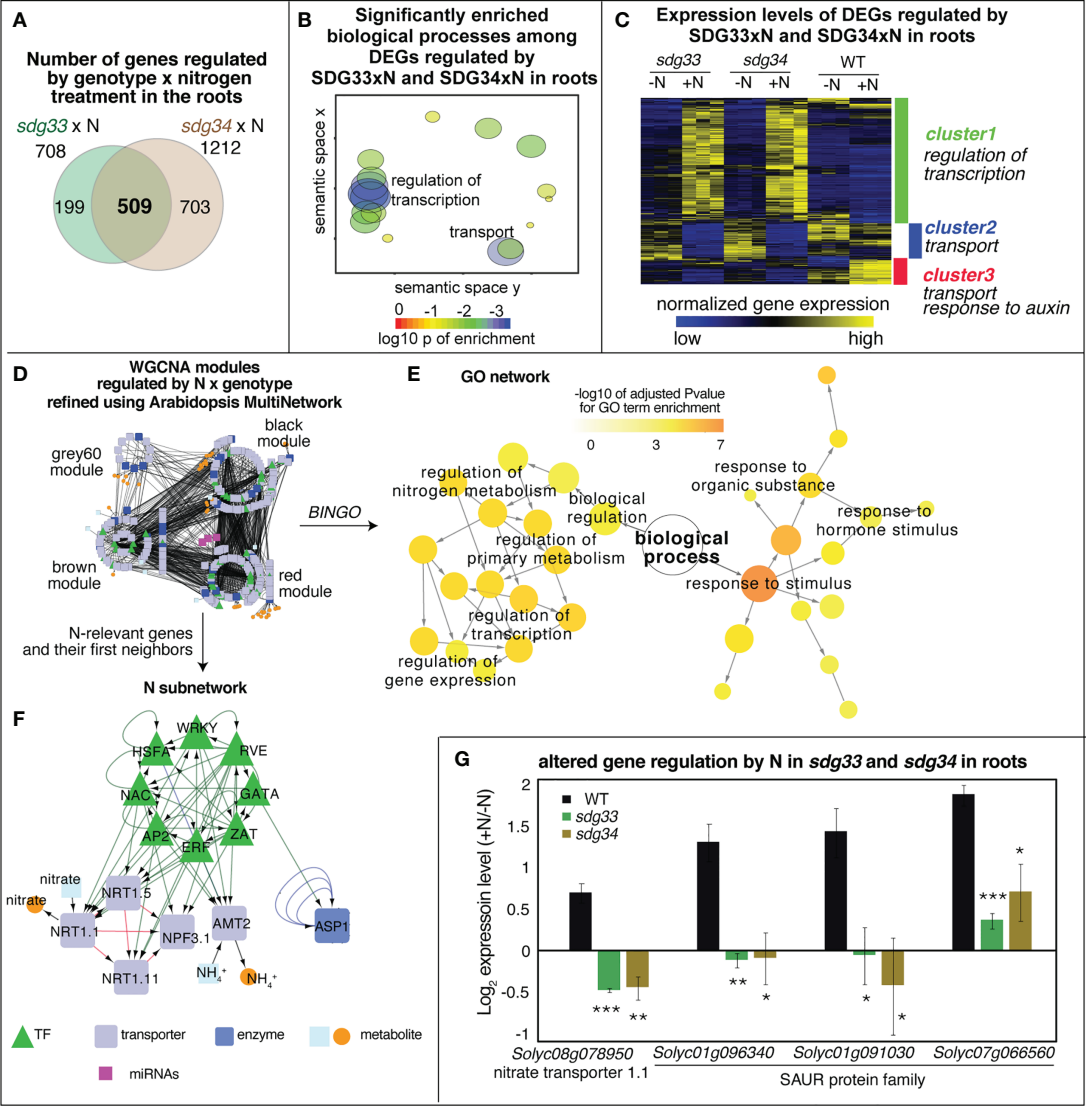
Differentially expressed genes (DEGs) regulated by the interaction of genotype and nitrogen (N) in roots. **(A)** Root transcriptomes were analyzed to identify DEGs that are regulated by the interaction of genotype and nitrogen, *i.e.*, DEGs whose nitrogen regulation is dependent on SDG33 and SDG34. 708 DEGs were identified for *sdg33* and 1212 DEGs were identified for *sdg34*, out of which 509 genes are shared between two mutants. **(B)** Significant GO terms such as “regulation of transcription” and “transport” were identified among these shared 509 DEGs, as shown in the semantic space of GO terms generated by ReviGO. Each circle in the sematic space represents a significant GO term, and the size and color of the circle represent the level of significance of the enrichment. **(C)** The expression patterns of these 509 shared DEGs are shown as a heatmap, which is clustered into three major clusters. **(D–F)** Network analyses of the shared DEGs have identified a network **(D)** enriched with GO terms such as “regulation of transcription”, “regulation of nitrogen metabolism”, and “response to stimulus” as determined by BINGO **(E)**. **(F)** An N-relevant subnetwork was extracted from the main network **(D)**, which highlights the known N transport and assimilation genes, and their interacting genes based on the network inference. In this N subnetwork, *NRT1.1* is the most regulated gene. **(G)** The expression regulation pattern of *NRT1.1*, measured as the log2 fold change of expression levels between +N and -N conditions, is shown together with the regulation patterns of three *SAUR* genes. P-values were determined by comparing WT and *sdg33* or *sdg34* using student t-tests: ***p<0.001; **p<0.01; *p<0.05.

To identify the most important misregulated genes, we investigated the regulatory hierarchy among the interaction DEGs by constructing gene regulatory networks. To do this, we first identified 89 co-expression gene network modules from our root RNA-Seq data using WGCNA (Langfelder and Horvath, 2008). We detected four modules, red, black, brown, and grey60, that are each significantly enriched with interaction DEGs. In total, 304 genes among these four modules belonged to the 509 interaction DEGs (**Supplemental Table S11**). We further inferred and refined the interactions among these 304 genes using known gene-to-gene interactions (Katari et al., 2010), which resulted in a network with the following characteristics (**Figure 2D**): (*i*) genes in this network are regulated by *sdg33*xN and *sdg34*xN; (*ii*) the network consists of four modules (grey60, black, brown, and red), and genes within each module shared co-expression relationships; (*iii*) for any gene pair connected by an edge, their Arabidopsis homologs have known gene-to-gene interactions, including protein-protein interactions (*e.g.* from BIND database (Alfarano et al., 2005)), or transcriptional regulation (*e.g.* AGRIS (Davuluri et al., 2003) or DAP-Seq (Bartlett et al., 2017)), based on the gene-to-gene interaction database Multinetwork hosted in the VirtualPlant platform (Katari et al., 2010). This network is enriched with genes involved in biological processes “response to stimulus” and “regulation of nitrogen metabolic process” as determined by BINGO analysis (Maere et al., 2005) (**Figure 2E**), suggesting that SDG33 and SDG34 control the N-responsive expression of a network of interacting genes involved in signaling and primary metabolism.

To focus on N metabolic genes, a subnetwork was extracted from the original network (**Figure 2D**) by filtering for known transporters and enzymes of N metabolism and their interacting partners (first neighbors) as previously performed (Para et al., 2014) (**Figure 2F**). It is worth noting that this N subnetwork inherited the gene-to-gene interaction relationships from the original network (**Figure 2D**) including the above-mentioned co-expression relationships and curated gene-to-gene interactions of Arabidopsis homologs. This N-subnetwork consists of 14 genes involved in the sensing, uptake, and assimilation of N, including many transporters: three nitrate transporters, *NRT1.1*, *NRT1.5*, and *NRT1.11*, one ammonium transporter (*AMT2*), and one nitrate transporter family protein (*NPF3.1*) (**Figure 2F**). The most regulated gene in this subnetwork encodes nitrate transporter *NRT1.1* (*Solyc08g078950.3*), a homolog to Arabidopsis *AtNRT1.1* (*AT1G12110*). In our study, the N-responsive regulation of *NRT1.1* is dependent on SDG33/34. *NRT1.1* is induced by a supply of N in the WT, but not in *sdg33* or *sdg34* mutants (**Figure 2G**). 

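In the roots, *NRT1.1* (*Solyc08g078950.3*) had a normalized count of 5117 ± 663 under -N and 8301 ± 275 under +N in WT, 13136 ± 744 and 9526 ± 865 in *sdg33*, and 13693 ± 188 and 10230 ± 1709.5 in *sdg34* (SD, n = 3 libraries each). Its N response was 0.71 (SE 0.11, adjusted p = 5.67e-05) in WT, -0.47 (SE 0.11, adjusted p = 0.00230) in *sdg33* and -0.43 (SE 0.11, adjusted p = 0.00292) in *sdg34*. The interactions were -1.17 (SE 0.14, adjusted p = 2.77e-04) and -1.14 (SE 0.16, adjusted p = 3.80e-04), and stayed between -1.27 and -1.11 and between -1.24 and -0.99 with each library left out in turn. The mutants lay above WT at -N, by a log2 fold change of 1.37 (adjusted p = 3.45e-07) and 1.43 (adjusted p = 2.56e-06), and at +N by 0.20 (adjusted p = 0.111) and 0.29 (adjusted p = 0.0510), so that the fall with N in the mutants starts from a higher level. In the shoots, the interactions were -1.03 (adjusted p = 0.0787) and -0.43 (adjusted p = 0.392), not past the threshold.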

The Arabidopsis homolog AtNRT1.1 has dual transporter activity for auxin and nitrate: in the absence of nitrate, NRT1.1 transport auxin shootward; in the presence of nitrate, NRT1.1 transports nitrate, which results in an altered auxin pattern that stimulates the growth of lateral roots (Krouk et al., 2010; Sun and Zheng, 2015). Therefore, the misregulation of *NRT1.1* in the mutants indicates that N uptake and auxin distribution patterns in the roots are possibly altered when histone methyltransferase SDG33/34 is mutated. In agreement with this, the GO term “response to auxin” is significantly enriched among the cluster 3 genes that are N responsive in WT but misregulated in the mutants (**Figure 2C**). This cluster includes three SAUR-like auxin-responsive genes (Ren and Gray, 2015) (*Solyc01g096340*, *Solyc01g091030*, and *Solyc07g066560*) that are responsive to N in the WT, but are unchanged, repressed, or induced to a lesser degree in the *sdg33* or *sdg34* mutant (**Figure 2G**). 

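In the WT roots, *Solyc01g096340.3* rose from 171 ± 29.3 under -N to 422 ± 51.01 under +N, *Solyc01g091030.3* from 101 ± 44.0 to 261 ± 52.6 and *Solyc07g066560.1* from 48.7 ± 8.505 to 177 ± 11.02 (normalized counts, SD, n = 3 libraries each), with N responses of 1.31 (SE 0.16, adjusted p = 5.15e-06), 1.43 (SE 0.33, adjusted p = 0.00184) and 1.86 (SE 0.22, adjusted p = 3.69e-06). The N response of *Solyc01g096340.3* was -0.11 (adjusted p = 0.611) in *sdg33* and -0.08 (adjusted p = 0.697) in *sdg34*, and that of *Solyc01g091030.3* was -0.05 (adjusted p = 0.917) and -0.41 (adjusted p = 0.316). *Solyc07g066560.1* rose to a lesser degree, by 0.36 (adjusted p = 0.202, not past the threshold) in *sdg33* and 0.70 (adjusted p = 0.0131) in *sdg34*. The *sdg34* value ranged from 0.38 to 0.95 with each *sdg34* library left out in turn. It was not past the threshold in 2 of these 6 fits. The interactions of *Solyc01g096340.3* were -1.42 (SE 0.19, adjusted p = 7.49e-04) and -1.39 (SE 0.25, adjusted p = 0.00215). Those of *Solyc01g091030.3* were -1.48 (SE 0.39, adjusted p = 0.0329), which without a filter on low values had an adjusted p = 0.0639, and -1.83 (SE 0.49, adjusted p = 0.0205). Those of *Solyc07g066560.1* were -1.49 (SE 0.22, adjusted p = 0.00136) and -1.15 (SE 0.36, adjusted p = 0.0418), of which the second had an adjusted p = 0.0673 without that filter. With each library left out in turn, the *sdg33* interaction of *Solyc01g091030.3* kept its adjusted p-value under 0.05 in 4 of 12 fits. The *sdg34* interaction of this gene did so in 9 of 12, and that of *Solyc07g066560.1* in 2 of 12. Adjusted over the 4 genes of the plot alone, the largest p was 0.00638, which shows no stability because the paper chose these genes from the same libraries.

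**Figure D3:**
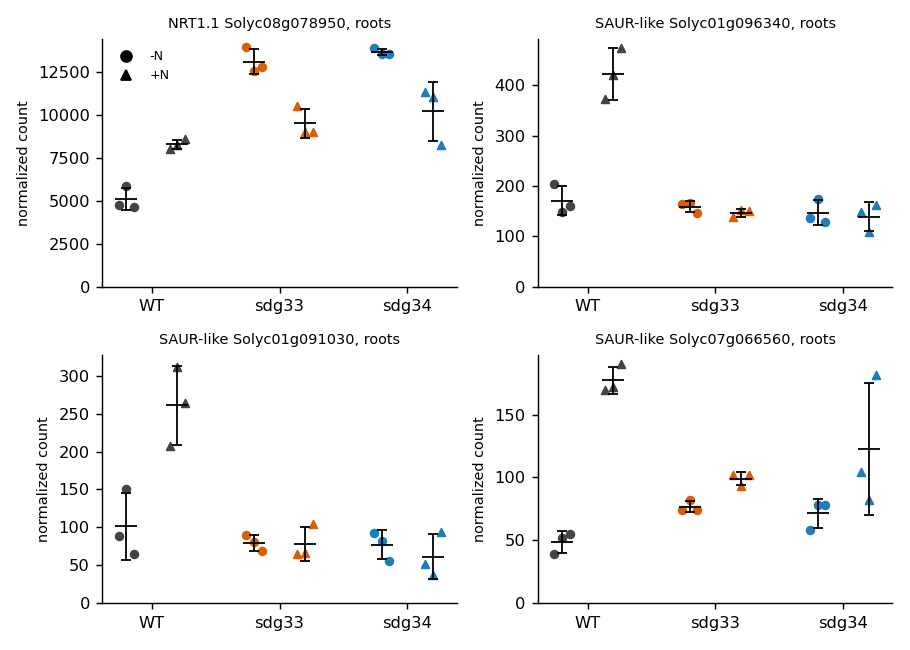
Normalized counts of *NRT1.1* and of the 3 SAUR-like genes in each root library by genotype, with circles for -N and triangles for +N, and the mean and SD of each group of 3 libraries in black. The +N libraries of WT lie above its -N libraries in all 4 genes.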

The SAUR gene family has been well characterized for their roles in mediating auxin-triggered cell elongation through modulating the acidity of cell walls (Stortenbeker and Bemer, 2019). Overall, our root transcriptome analysis indicates a widespread misregulation of genes in response to N in the *sdg33* and *sdg34* mutants compared to WT. Moreover, the misregulation of *NRT1.1* and *SAURs* collectively linked SDG33 and SDG34 with auxin signaling and lateral root growths during N response.

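In the roots, 9082 genes responded to N in WT (4509 up and 4573 down), 9056 in *sdg33* and 10924 in *sdg34*, among 20670 genes tested in a fit of all 18 root libraries. Of the 9082 genes that responded in WT, 5919 (65.2%) responded in the same direction in *sdg33* and 6431 (70.8%) in *sdg34*, and 169 and 279 responded in the opposite direction. The interaction had an adjusted p-value under 0.05 for 1017 of the 9082 in *sdg33* and for 1894 in *sdg34*. Across the 9082 genes, the slope of the N response of the mutant on that of WT was 0.766 for *sdg33* and 0.931 for *sdg34*. Over all 20670 tested genes, which are not independent replicates, Pearson's r between these N responses was 0.703 and 0.694. The paper takes its root data as a sign that genes are widely misregulated in response to N in both mutants. Through the misregulation of *NRT1.1* and the SAUR-like genes, it links SDG33 and SDG34 to auxin signaling and lateral root growth.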

### Mutations in *sdg33* or *sdg34* alter N-responsive root development

Informed by the root transcriptomic analysis, we tested the hypothesis that SDG33 and SDG34 regulate lateral root growth in response to N supply. To do this, *sdg33* and *sdg34* mutants, including two independent lines for each mutant, as well as WT plants were treated with N conditions (-N and +N) as previously performed for the transcriptomic analysis. The root architecture was compared using GiARoots (Galkovskyi et al., 2012) after seven days of N treatments, since physiological changes take longer time to observe than gene expression level changes which occur in hours. Interestingly, the lateral growth of the root system (measured as bushiness *i.e.* the ratio of the maximum number of roots divided by the minimum number of roots along the vertical axis of roots) was increased significantly by the N supply in the WT, but not in the *sdg33* or *sdg34* mutants (**Figure 3A**), which is also shown by root images (**Figure 3C**). This result was further supported by measuring root biomass (**Figure 3B**), which showed a significant root growth induced by a N supply in WT but not in mutants. Overall, our results suggest that N stimulates root growth in the WT but not in the mutants where the histone methyltransferases SDG33 or SDG34 are mutated. This possibly involves misregulation of auxin signaling pathways in the *sdg33* and *sdg34* mutants, as SDG33/34 regulates *NRT1.1* and multiple *SAUR* genes (**Figure 2**), while auxin-independent mechanisms are also possible.

**Figure 3:**
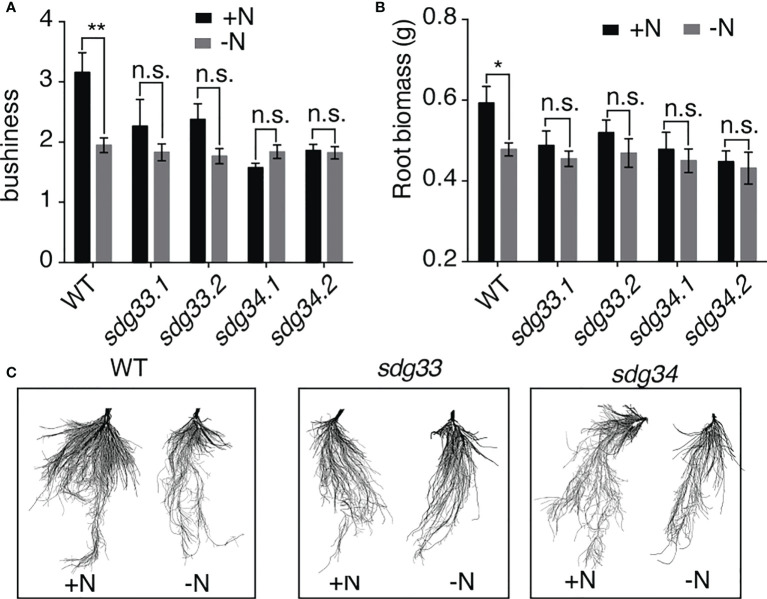
Root response to nitrogen requires SDG33 and SDG34. **(A, B)** In response to a supply of nitrogen, the bushiness that reflects the expansion of lateral roots **(A)** and root biomass **(B)** of WT plants are induced, but these responses are abolished in the *sdg33* and *sdg34* mutants. **(C)** Representative photos of the roots of WT, *sdg33*, and *sdg34* are shown. P-values were determined by comparing the root measurements between WT and *sdg33* or *sdg34* using student t-tests: **p<0.01; *p<0.05.

### SDG33 and SDG34 affect the expression of photosynthetic genes in response to N changes in shoots

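In the shoots, the interaction had an adjusted p-value under 0.05 for 413 genes in *sdg33* (131 above 0 and 282 below 0) and for 959 genes in *sdg34* (373 above 0 and 586 below 0). Unadjusted, 3629 and 4291 genes had a p-value under 0.05. These counts depended strongly on single libraries. With each of the 12 libraries of a comparison left out in turn, they ranged from 139 to 820 and from 407 to 1886, and were highest without replicate 3 of -N WT shoots. A minimum of 2 on the absolute log2 interaction left 62 and 85 genes, and fitting all 18 shoot libraries together gave 928 and 1437. In WT shoots 6395 genes responded to N, in *sdg33* 5588 and in *sdg34* 4665, and 3142 (49.1%) and 2495 (39.0%) of the 6395 responded in the same direction in *sdg33* and *sdg34*. A gene past the threshold in WT only is not shown to differ from the mutant. The interaction had an adjusted p-value under 0.05 for 320 of the 6395 in *sdg33* and for 714 in *sdg34*.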

In the shoots, 472 and 712 genes were regulated by the interaction between SDG33 or SDG34 and N treatments (*sdg33* x N or *sdg34* x N), separately. 

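Both mutants shared 287 interaction genes in the shoots where 19.1 were expected (15.0-fold, one-sided Fisher's exact test, p = 2.51e-297, adjusted p = 5.31e-297). With separate WT libraries for each mutant, the Pearson's r of the interaction log2 values across genes, 0.725 with common WT libraries, lay between 0.138 and 0.312. Of the 672 genes called for *sdg34* only, 21 differed between the mutants in a direct test, and 63 did over all tested genes (1929 at an unadjusted p-value under 0.05). The shared gene with the smallest adjusted p-values was *Solyc12g013710.2*, which encodes a light-dependent protochlorophyllide oxidoreductase. Its normalized count was 1321 ± 152 under -N and 14258 ± 2157 under +N in WT, 17366 ± 816 and 22128 ± 475 in *sdg33*, and 15078 ± 973 and 21659 ± 2501 in *sdg34* (SD, n = 3 libraries each), with interactions of -3.08 (SE 0.18, adjusted p = 9.20e-07) and -2.91 (SE 0.19, adjusted p = 2.15e-06). Above 0, the smallest were those of *Solyc02g089620.3*, with 2.21 (SE 0.23, adjusted p = 2.66e-04) and 1.88 (SE 0.20, adjusted p = 1.84e-04), and *Solyc03g115990.2*, with 1.47 (SE 0.16, adjusted p = 2.66e-04) and 1.46 (SE 0.17, adjusted p = 2.81e-04).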

Of these, 245 genes were commonly shared between two mutants, enriched with GO terms “organonitrogen compound catabolic process” and “photosynthesis” (**Figure 4A**; **Supplemental Table S15**). There is only modest overlap between the interaction DEGs identified in shoots and those identified in roots, indicating that the SDG33/SDG34 mediated N-regulation is largely dependent on organ context (**Figure 4B**).

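Of 18548 genes tested in both organs and both mutants, 237 were shared interaction genes in shoots and 1101 in roots, and 36 were in both sets where 14.1 were expected (2.56-fold, one-sided Fisher's exact test, p = 1.93e-07, adjusted p = 3.33e-07). The interaction had the same sign in both organs for 27 of the 36 and the opposite sign for 9. Without a filter on low values, 23 genes were in both sets, with a minimum of 2 on the absolute log2 interaction 0 (0 with an unadjusted p-value under 0.05 too), and with each library left out in turn between 13 and 58. Since a gene past the threshold in one organ only is not shown to differ between organs, the difference itself was tested as the interaction of genotype, N and organ in a fit of the 24 libraries of a mutant and WT. It had an adjusted p-value under 0.05 for 460 of 22468 genes in *sdg33* (3780 unadjusted) and for 1750 of 22450 in *sdg34* (4836 unadjusted), and 339 genes were common to both mutants. From the modest overlap between organs, the paper proposes that regulation by N through SDG33 and SDG34 depends largely on the organ.

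**Figure D4:**
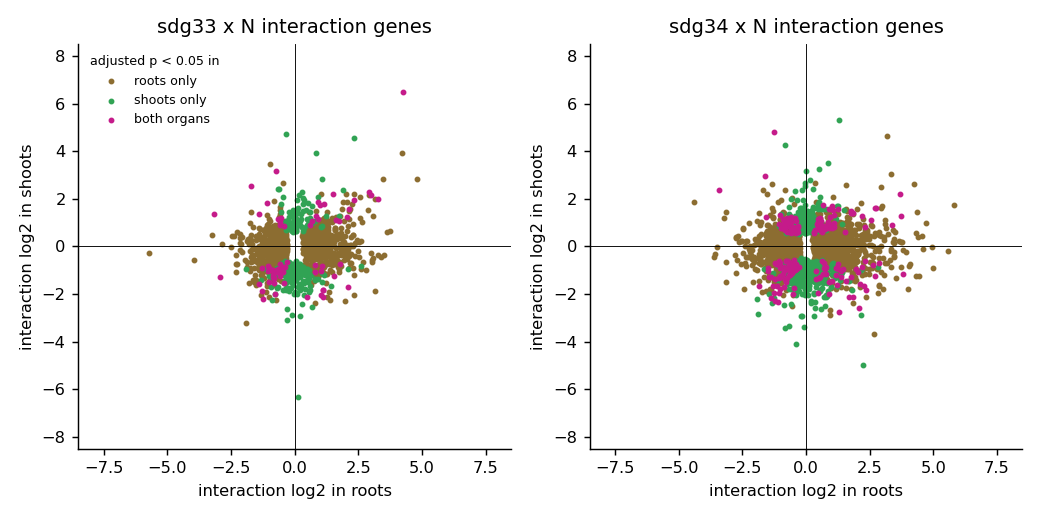
Interaction log2 in roots (x axis) and in shoots (y axis) of the genes with an adjusted p-value under 0.05 for the interaction in either organ, for *sdg33* and for *sdg34*, with the color giving the organ. Most of the colored genes pass the threshold in roots only.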

**Figure 4:**
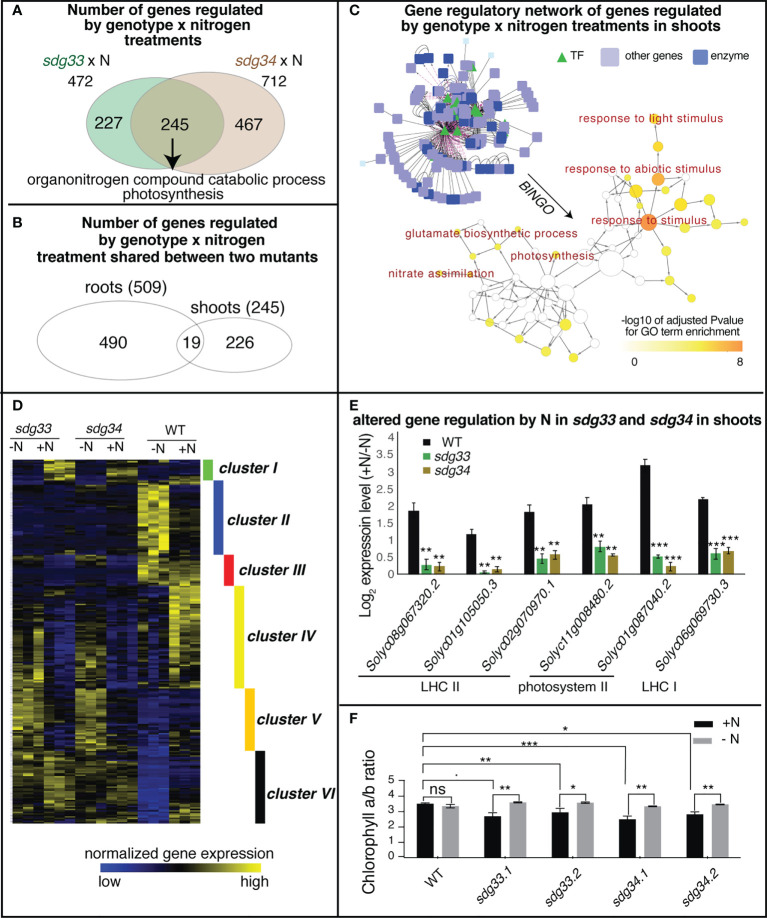
Differentially expressed genes (DEGs) regulated by the interaction of genotype and nitrogen in shoots. **(A)** Shoot transcriptomes were analyzed to identify DEGs that are regulated by the interaction of genotype and nitrogen, *i.e.* DEGs whose nitrogen regulation is dependent on SDG33 and SDG34. 472 DEGs were identified for *sdg33* and 712 DEGs were identified for *sdg34*, out of which 245 genes are shared between two mutants. **(B)** These shared 245 DEGs identified in the shoots have a modest overlap with that identified in the roots, suggesting that the SDG33/34 dependent regulation of genes by nitrogen is highly organ-specific. **(C)** Network analyses of the shared DEGs have identified a network enriched with GO terms such as “response to stimulus” and “photosynthesis” as determined by BINGO. **(D)** The expression patterns of these shared 245 DEGs identified in the shoots are shown as a heatmap and are clustered into six groups. **(E)** Six genes involved in photosystems are misregulated in the mutants compared to WT. The log 2 fold change of gene expression levels between +N and -N conditions were plotted and p-value was determined by student’s t-test of between mutants and WT: ****p<0.0001; ***p<0.001; **p<0.01; *p<0.05.; and ˙: p<0.1. **(F)** chlorophyll a to b ratio is altered in the *sdg33* and *sdg34* mutants compared to WT when nitrogen is provided. P-values determined by student’s t-tests: ***p<0.001; **p<0.01; *p<0.05; and ˙p<0.1.

From the 245 shared interaction DEGs in the shoots, a gene regulatory network was constructed using the known gene-to-gene interactions of their Arabidopsis homologs, including protein-protein interactions (*e.g.* based on BIND database (Alfarano et al., 2005)) and transcriptional regulation (*e.g.* AGRIS (Davuluri et al., 2003) or DAP-Seq (Bartlett et al., 2017)), from the Multinetwork database in the VirtualPlant platform (Katari et al., 2010). Collectively, this gene network is enriched with biological processes such as response to stimulus especially response to light stimulus, and primary metabolic pathways including both nitrate and amino acid metabolism and photosynthesis (**Figure 4C**). To understand how these genes are regulated by SDG33/34 and N, the interaction DEGs were further classified into six clusters based on their gene expression patterns (**Figure 4D**; **Supplemental Table S16**). Among these, clusters II, IV, V, and VI are the bigger clusters comprising 86% of the DEGs. Cluster II genes, enriched with the GO term “response to abiotic stimulus” and “cellular amino acid catabolic process” (**Supplemental Table S17**), are induced by N starvation in the WT but not in either of the mutants, indicating that nutrient stress responses are misregulated in the mutants. 

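Sorted by sign as in the roots, 87 of the 287 shared shoot genes had an interaction above 0. In the mean of both mutants, 58 of these rose with N, with median N responses of -0.74 in WT and 0.45 and 0.44 in *sdg33* and *sdg34*, and 29 did not rise, with medians of -1.41 in WT and -0.23 in each mutant. The N response passed the threshold in WT but in neither mutant for 25 of the 58 and 16 of the 29 genes. The mutants lay further from WT at -N than at +N for 48 of the 58 and 26 of the 29 genes.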

Clusters IV and V genes, enriched with GO terms related to lipid metabolism and cell wall metabolism, respectively, display expression patterns that are induced by N in the WT but repressed by N in the mutants (**Supplemental Table S17**), possibly indicating that N-triggered cell growth is misregulated in the mutants. 

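The largest class of shared shoot genes, 186 of the 287 (64.8%), had an interaction below 0 and rose with N in WT, with a median N response of 0.99 in WT and of -0.29 in each mutant. Of these 186 genes, 110 fell with N in both mutants and 54 rose in both. The mutants lay further from WT at -N than at +N for 131 of the 186 genes, and above WT at -N for 169. The 14 remaining genes fell with N more strongly in the mutants than in WT. With each of the 18 shoot libraries left out in turn, the class of 186 genes held between 63 and 402.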

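Among the 186 shoot genes whose interaction was below 0 and which rose with N in WT, the N response had an adjusted p-value under 0.05 in WT for 155, in *sdg33* for 117 and in *sdg34* for 96. It passed the threshold in WT and in neither mutant for 60 genes, and in both mutants and not in WT for 28.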

Cluster VI, which contains genes that are up-regulated by N supply in the WT but not in the mutants, has the highest significantly enriched GO term: “photosynthesis” (FDR<4E-6) (**Supplemental Table S17**). This result may suggest that while the WT plants show lower level of transcription of photosynthesis genes under -N condition and tune them up when N is resupplied, the *sdg33* or *sdg34* mutants lose the ability to respond.

Overall, the GO term enrichment analyses, no matter from the whole set of DEGs (**Figure 4A**), from the network analysis (**Figure 4C**), or through clustering (**Figure 4D**), have all highlighted the relevance of photosynthesis to N responses and SDG33/34 regulation. Indeed, Cluster VI includes genes encoding different photosynthetic components: three genes encoding subunits of Light Harvesting Complex II (LHC II: *Solyc08g067320*, *Solyc01g105050*, *Solyc02g070970*), two genes encoding subunits of photosystem II (PSII: *Solyc11g008480* and *Solyc01g087040*), and one gene related to LHC I (*Solyc06g069730*) (**Supplemental Table S16**; **Figure 4E**). 

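Among the LHC II genes in the shoots, *Solyc08g067320.2* had normalized counts of 563 ± 181 under -N and 1997 ± 119.5 under +N in WT, 3263 ± 389.9 and 3982 ± 669 in *sdg33*, and 2967 ± 414 and 3513 ± 690.4 in *sdg34* (SD, n = 3 libraries each). *Solyc01g105050.3* had 11330 ± 489 under -N and 25783 ± 3429 under +N in WT, 29414 ± 944 and 30824 ± 2071 in *sdg33*, and 28563 ± 1084 and 31689 ± 2299.7 in *sdg34*, and *Solyc02g070970.1* had 5435 ± 1587 under -N and 18639 ± 1582 under +N in WT, 26849.7 ± 4612 and 36571 ± 1005 in *sdg33*, and 22674 ± 2078 and 33690 ± 1477 in *sdg34*. For PSII, *Solyc11g008480.2* had 42.3 ± 3.79 under -N and 176 ± 24.0 under +N in WT, 258 ± 22.3 and 459 ± 97.6 in *sdg33*, and 301 ± 26.2 and 445 ± 25.2 in *sdg34*, and *Solyc01g087040.2* had 175 ± 33.1 under -N and 1571 ± 144 under +N in WT, 4474 ± 316 and 6466 ± 732 in *sdg33*, and 3589 ± 371 and 4225 ± 314 in *sdg34*. The LHC I gene *Solyc06g069730.3* had 1812 ± 35.4 under -N and 8413 ± 499 under +N in WT, 9299 ± 1488 and 14024 ± 755 in *sdg33*, and 7728 ± 635 and 12459 ± 489.6 in *sdg34*. The N response in WT was between 1.18 and 3.17 over the 6 genes, each with an adjusted p-value under 0.05. In *sdg33* it was between 0.07 and 0.81 and passed the threshold in 4 of the 6, and in *sdg34* between 0.15 and 0.69 and in 3. The largest interactions were those of *Solyc01g087040.2*, -2.65 (SE 0.20, adjusted p = 2.25e-05) in *sdg33* and -2.93 (SE 0.20, adjusted p = 2.57e-06) in *sdg34*, and the smallest those of *Solyc01g105050.3*, -1.11 (SE 0.17, adjusted p = 0.00449) and -1.03 (SE 0.17, adjusted p = 0.00443). All 6 passed the threshold in both mutants over all genes tested. Adjusted over the 6 genes alone, the largest p was 6.55e-04, which shows no stability because the paper chose these genes from the same libraries. The *sdg33* interaction of *Solyc11g008480.2*, -1.22 (adjusted p = 0.0400), had an adjusted p = 0.0560 without a filter on low values and stayed under 0.05 in 4 of the 12 fits that each left out one library. In the -N libraries, each of the 6 genes was higher in both mutants than in WT, by a log2 fold change of 1.33 to 4.68, and at +N the difference from WT was 0.26 to 2.04. The paper draws on the whole cluster of genes that holds these 6 and on its enrichment for photosynthesis. It proposes that WT may lower photosynthetic transcription under -N and raise it when N is resupplied, and that the mutants may lose this response.

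**Figure D5:**
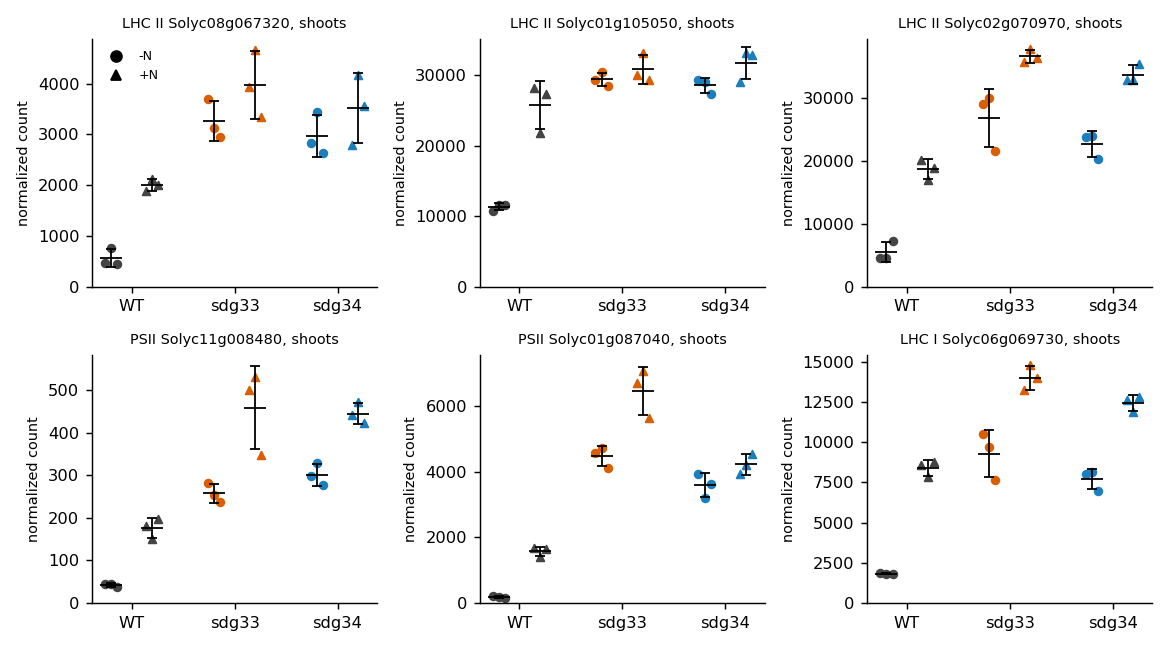
Normalized counts of the 6 photosynthetic genes in each shoot library by genotype, with circles for -N and triangles for +N, and the mean and SD of each group of 3 libraries in black. In WT every +N library lies above every -N library in all 6 genes, and every -N library of the mutants lies above those of WT.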

Since different photosynthetic components have different chlorophyll a/b ratios, and N status was reported to change the relative amount or the organization of photosynthetic components to achieve carbon-nitrogen balance (Hikosaka and Terashima, 1995; Kitajima and Hogan, 2003), we tested if chlorophyll a/b is altered in the *sdg33* and *sdg4* mutants compared to WT in response to N changes (Khalyfa et al., 2002). Interestingly, in the *sdg33* and *sdg4* mutants, the chlorophyll a/b ratio is reduced compared to WT after a supply of N (**Figure 4F**). While WT plants showed stable chlorophyll a/b ratio when N level changes, the mutants displayed reduced chlorophyll a/b ratio after N supply (**Figure 4F**). Moreover, the mutants showed more fluctuation in non-regulated energy dissipation compared to WT in response to N level changes (**Figure S2A**). By contrast, the fresh weight of the aerial parts and the total chlorophyll content show no significant difference between WT and mutants (**Figure S2B, C**). Overall, our data suggest that SDG33 and SDG34 mediate genome-wide transcriptomic changes including photosynthetic genes in response to N in shoots. Specifically, SDG33 and SDG34 probably fine-tune photosynthetic apparatus and modulate the ratio of different light harvesting components in response to changing N environments.

## Discussion

Histone methylation has been shown to mediate plant response to environmental stress through modulating transcriptional regulation of functionally relevant genes (Li et al., 2015; Lee et al., 2016; Pandey et al., 2016; Li et al., 2019). While a handful of histone methyltransferases have been characterized in the model plant Arabidopsis (Ebbs et al., 2005; Ding et al., 2007; Tamada et al., 2009; Berr et al., 2010; Ding et al., 2011; Pan, 2013; Li et al., 2015; Liu et al., 2016), the function of histone methyltransferases in horticultural crops such as tomato has rarely been determined. In this study, we show that two tomato paralogous genes *SDG33* and *SDG34* encode histone methyltransferases with overlapping yet distinct functions and that mutations in *sdg33* and *sdg34* result in misregulation of N-responsive gene networks, which in turn results in altered physiological N response in tomato roots and shoots.

In Arabidopsis, histone methyltransferases were reported to modulate gene expression levels genome-wide (Makarevich et al., 2006; Kim et al., 2008; Tamada et al., 2009; Ding et al., 2012; Pan, 2013; Zhao et al., 2015; Li et al., 2015; Lee et al., 2016). Consistent with this, our transcriptome analysis revealed that tomato SDG33 and SDG34 are required for the proper expression of hundreds of genes in the shoots and roots (**Figure 1**), likely through modulating and maintaining the permissive chromatin status of their directly target genes, which in turn affects the expression levels of other downstream genes in the regulatory network. It is interesting to note that although they are implicated in depositing permissive histone marks H3K4me3 and H3K36me3 (Bvindi et al., 2022), SDG33 and SDG34 seem to also repress the expression of a group of genes while activating the expression of another group of genes in our transcriptomic analysis. It is possible that the down-regulated genes in the *sdg33* or *sdg34* mutants (thus gene targets activated by SDG33 or SDG34) are enriched with the direct targets of SDG33 and SDG34, as previously described for their Arabidopsis homolog SDG8 (Li et al., 2015), while the up-regulated genes in the mutants (*i.e.* downstream genes repressed by SDG33 or SDG34) are normally inhibited by intermediate repressors that are activated by SDG33/SDG34. It is also noteworthy that while H3K36me3 and the corresponding histone methyltransferases are well known to be associated with actively transcribed genes, the real image could be more complicated. For example, H3K36me3 was proposed to contribute to the transcriptional silencing of heterochromatin regions in a study (Chantalat et al., 2011). In addition, the mammalian homology of AtSDG8, SETD2, has a role in maintaining repressed chromatin in transcribed regions by recruiting a series of repressive epigenetic machinery (Schuhmacher et al., 2020). Therefore, we do not exclude the possibility that SDG33/34 may function to directly repress some of their gene targets. Alternatively, it is also plausible that loss of SDG33 or SDG34 leads to an increase of other histone modifications at certain gene loci that contribute toward the induction of these genes. For instance, in Arabidopsis, reduction of H3K36me3 in the *sdg8* mutant is linked to an increased level of H3K36ac, which is associated with gene activation (Mahrez et al., 2016). ChIP-sequencing assays with transgenic lines carrying epitope-tagged SDG33 and SDG34 would help to elucidate whether SDG33 or SDG34 directly or indirectly regulate the downstream genes whose expression is altered in the *sdg33* or *sdg34* mutants.

SDG33 and SDG34 share 71% similarity in protein sequence and 100% similarity in protein architecture (Aiese Cigliano et al., 2013). In agreement with this, we observed in our study that SDG33 and SDG34 share a significant number of overlapping target genes (**Figure 1**). However, there remains a portion of genes that are uniquely regulated by SDG33 or SDG34 showing that these two paralogs also perform different functions in addition to their shared regulatory roles. This is further supported by the different GO terms enriched among the genes uniquely regulated by SDG33 or SDG34. Interestingly, the GO terms enriched among the genes uniquely regulated by SDG33, but not those by SDG34, are similar to the GO terms enriched among the target genes shared by both. This result likely suggests that while SDG33 keeps the ancestral function, SDG34 has evolved to regulate new biological processes. This is also supported by the cross-species comparison of SDG33/34 regulatome in tomato with that in Arabidopsis. The Arabidopsis SDG8 was shown to mostly activate its direct targets (Li et al., 2015). In tomato, we found that SDG33, but not SDG34, shares a significant portion of the activated gene targets with SDG8 (**Figure 1D**).

It remains an intriguing question how SDG33 and SDG34 recognize their gene targets. It has been proposed that the target specificity of the Arabidopsis SDG8 was possibly determined by their CW domain which is able to bind methylated H3K4 (Liu and Huang, 2018). The CW domain is conserved in tomato SDG33 and SDG34 and could contribute toward the target specificity. It was also proposed that SDG8 identify targets by interacting with transcription factors (Li et al., 2015). How do SDG33 and SDG34 recognize different targets? One possibility is that the spatiotemporal expression of SDG33 and SDG34 might be different leading to different interactions with their downstream targets. We found this less supported because the expression patterns of SDG33 and SDG34 across different tissue types and treatment conditions are largely comparable (Bvindi et al., 2022). Another probable scenario is that SDG33 and SDG34 interact with different protein partners which leads to distinct target specificity, which could be tested using immunoprecipitation-Mass Spectrometry (IP-MS) with transgenic lines expressing epitope-tagged SDG33 or SDG34 proteins.

Histone methylations are known to mediate various environmental responses (Kim et al., 2008; Chinnusamy and Zhu, 2009; van Dijk et al., 2010; Jaskiewicz et al., 2011; Pan, 2013). Similar to our previous study in Arabidopsis (Li et al., 2019), mutations in *sdg33* and *sdg34* result in misregulation of N-responsive gene networks, which in turn results in altered physiological N response in tomato (**Figures 3**, **4**). Many genes seem to be dependent on SDG33 or SDG34 to remain transcriptionally responsive to N level changes (**Figures 3**, **4**), therefore, it is likely that SDG33 and SDG34 function to set a permissive chromatin context to allow transcriptional induction in response to environmental cues. While the previous Arabidopsis study only examined the aerial tissues, our current study in tomato provided a different perspective to examine the epigenetic regulation of N responses in roots, the major organ where N is sensed and taken up. Indeed, genes whose N-responsive expression is dependent on SDG33 and SDG34 are vastly different between shoots and roots, indicating a clear influence of organ context on chromatin regulation (**Figure 4B**). In the shoots, the altered N responses in *sdg33* and *sdg34* mutants highlighted genes related to primary metabolism, especially photosynthesis, similar to its Arabidopsis homolog SDG8 (Li et al., 2015; Li et al., 2020). At the physiological level, it is reflected by an altered chlorophyll a/b ratio in mutants compared to WT in an N-dependent manner (**Figure 4**), possibly suggesting that SDG33 and SDG34 are responsible for controlling the relative amount of different light harvesting components, *e.g.* stoichiometry of LHCs to reactions centers, in response to N supply. In line with this, we observed an increased NPQ-independent non-regulated energy loss in the mutants compared to WT under N-supplied conditions, possibly caused by the imbalance in light harvesting components in the mutants (**Supplemental Figure S2**). In the roots, DEGs regulated by the interaction of genotype and N are enriched with GO terms “regulation of transcription”, “transport”, “and response to auxin” (**Figure 2B, C**). Network analysis of these root genes led to the identification of a small subnetwork of genes (**Figure 2F**) that are: *i*) known N transporters and assimilation enzymes or their predicted regulators, and *ii*) regulated by N in an SDG33/34 dependent manner. The regulated hub of this network encodes the tomato homolog of the well-studied Arabidopsis nitrate transporter *NRT1.1*. In addition to functioning as a major nitrate transporter, Arabidopsis *NRT1.1* is essential for plants to sense the availability of nitrate and to stimulate lateral root growth to colonize N-rich soil patches (Remans et al., 2006). Our data shows that in the WT tomato, *NRT1.1* is induced by a supply of N (**Figure 2G**), which is in agreement with increased root growth in N-supplied conditions compared to N-deprived condition observed in WT (**Figure 3**). This N-mediated regulation of *NRT1.1* is abrogated in the *sdg33* or *sdg34* mutants (**Figure 2G**), which is associated with a loss of the root response to the N treatments (**Figure 3**). This suggests that the tomato homolog of *NRT1.1* is likely also involved in sensing nitrate and stimulating root growth; furthermore, our study in tomato now uncovered that the N-responsive regulation of *NRT1.1* and root growth requires functional SDG33 and SDG34.

In Arabidopsis, *NRT1.1*-mediated lateral root growth has been connected to auxin transport and signaling (Krouk et al., 2010; Bouguyon et al., 2015): in the absence of nitrate, NRT1.1 facilitates basipetal transport of auxin, thus lowering auxin accumulation in the lateral root tips, as a result, lateral root growth and elongation are limited; By contrast, under high $NO_{3}^{-}$ condition, the auxin transport by NRT1.1 is inhibited, allowing auxin to accumulate and stimulate lateral root growth. In agreement with this, our transcriptomic analysis in the roots identified “response to auxin” as a significant GO term enriched among the DEGs regulated by N x SDG33 or N x SDG34. This includes a group of *SMALL AUXIN-UPREGULATED RNA (SAUR)* genes (**Figures 2C, G**), which has been previously reported to be induced by auxin and in turn promote cell expansion and growth through protein phosphorylation and apoplastic acidification (Spartz et al., 2014). In our study, the *SAUR* genes are induced by N in the WT but not in the mutants, suggesting that the N-induction of these *SAUR* gene family require SDG33 and SDG34. Altogether, we speculate the following plausible mechanism for chromatin level regulation of N-induced lateral root growth (**Supplemental Figure S3**): in the WT, when $NO_{3}^{-}$ is sufficient, the expression of nitrate transporter *NRT1.1* is induced, through SDG33 and SDG34 directly or indirectly, and the auxin transport function of NRT1.1 protein is inhibited, resulting in auxin accumulation at the lateral root tips. This in turn induces the expression of *SAUR* genes, either directly or indirectly through SDG33/34, to promote cell expansion, which leads to lateral root growth. In the *sdg33* and *sdg34* mutants, the genes *NRT1.1* and *SAURs* are misregulated, therefore leading to the loss of root plasticity responsive to N changes (**Figures 3**, **S3**). It is worth noting that it is yet to be proved that the tomato homolog of *NRT1.1* function in a similar manner to its Arabidopsis homolog as a transporter for both nitrate and auxin, and that future study is needed to determine whether *NRT1.1* and the *SAURs* are direct or indirect targets of SDG33 and SDG34.

Moreover, the Arabidopsis ortholog SDG8 is known to mediate plant defense (Berr et al., 2010; Lee et al., 2016) as well as plant response to N supply (Li et al., 2019). As previously mentioned, plant N status was shown to affect its defense responses (Verly et al., 2020; Soulie et al., 2020). Therefore, it is possible the SDG8 functions as the regulatory hub of the crosstalk of N response and pathogen response. In support of this, SDG8 was shown to directly regulate *NON-EXPRESSOR OF PATHOGENESIS-RELATED GENES 1* (Zhang et al., 2020), which mediates N-dependent defense response (Verly et al., 2020). The *sdg33/sdg34* tomato mutants showed altered pathogen response (Bvindi et al., 2022), and now this study suggested that SDG33 and SDG34 also mediate N responses in tomato. It will be of future interest to test if SDG33 and SDG34 (and Arabidopsis SDG8) function to integrate N environment and pathogen defense in plants.

In summary, our study demonstrated that the two paralogous histone methyltransferases SDG33 and SDG34 play overlapping yet distinct roles in regulating gene expression in tomato. SDG33 and SDG34 are both required for N responses in tomato, regulating organ-specific gene networks in the roots and shoots. We uncovered that in the roots SDG33 and SDG34 mediate N-regulation of *NRT1.1* and lateral root growth, possibly involving the auxin signaling pathway. We also uncovered the role of SDG33 and SDG34 in maintaining the chlorophyll a to b ratio in the leaves when the N level changes. Mechanistic insights into the determinants of the organ specificity and target specificity for histone methylation enzymes will be of general interest to further the understanding of the mode-of-action of chromatin regulation in mediating plant responses to the environment.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: NCBI GEO, GSE195546.

## Author contributions

YL and TM conceived the project; CB, SL, RMP and ZRY performed the experiments; YL, CB and LT analyzed the data; CB and YL wrote the article with contributions of all the authors; YL agrees to serve as the author responsible for contact and ensures communication. All authors contributed to the article and approved the submitted version.

## Funding

This work is supported by the Purdue Startup fund to YL, Fulbright fellowship to CB, Purdue Center for Plant Biology Graduate student fellowship to LT, National Science Foundation (IOS-1916893) to TM, and National Science Foundation (MCB-2123470) and USDA National Institute of Food and Agriculture Hatch fund (Accession number 1013620) to YL.

## Acknowledgments

We would like to thank Dr. Matthew Brooks (USDA ARS) for insightful discussion of the data.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Histone methyltransferases SDG33 and SDG34 regulate organ-specific nitrogen responses in tomato
**Source:** Front Plant Sci. 2022 Oct 12;13:1005077. doi: 10.3389/fpls.2022.1005077
**Supplement:** Supplementary file 1

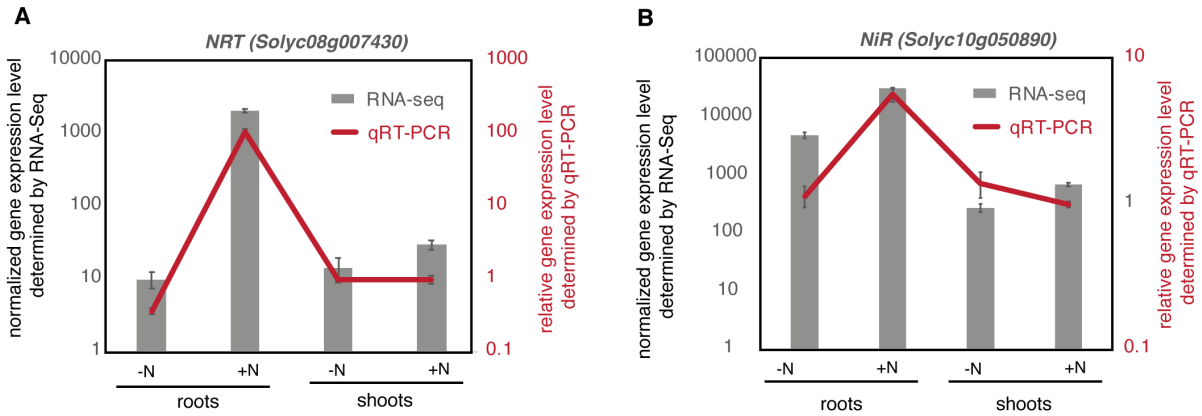

**Supplemental Figure S1.** Gene expression levels determined by RNA-seq (grey block, Primary Y axis) and qRT-PCR (red line, secondary Y axis) are comparable. The qRT-PCR was performed and analyzed as previously described by Bvindi et al., 2022, with the *SlActin* being used as an internal control. The error bars represent mean of standard errors.

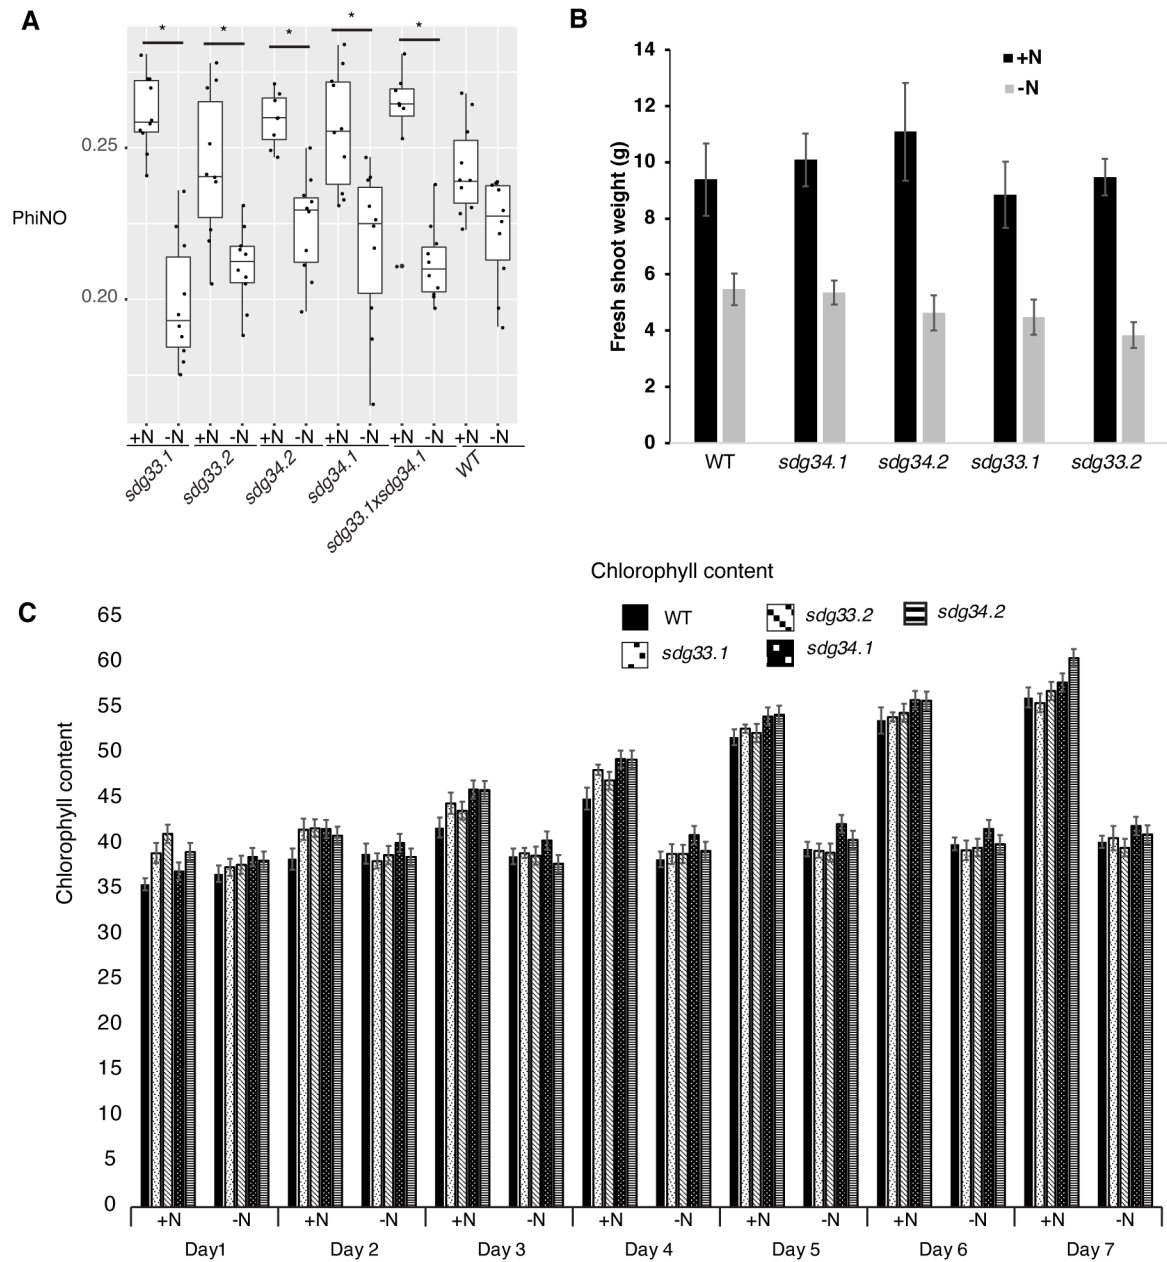

**Supplemental Figure 2.** PhiNO (A) shows bigger fluctuation in response to N in the mutants compared to WT. P-values are determined by two-way ANOVA (genotype:N interaction term): \*\*\*\*:  $p < 0.0001$ ; \*\*\*:  $p < 0.001$ ; \*\*:  $p < 0.01$ ; \*:  $p < 0.05$ ; and ·:  $p < 0.1$ . Fresh shoot weight (B) and total chlorophyll (C) are not significantly different between the *sdg33* and *sdg34* mutants compared to WT, while they both show great increase when nitrogen is provided.

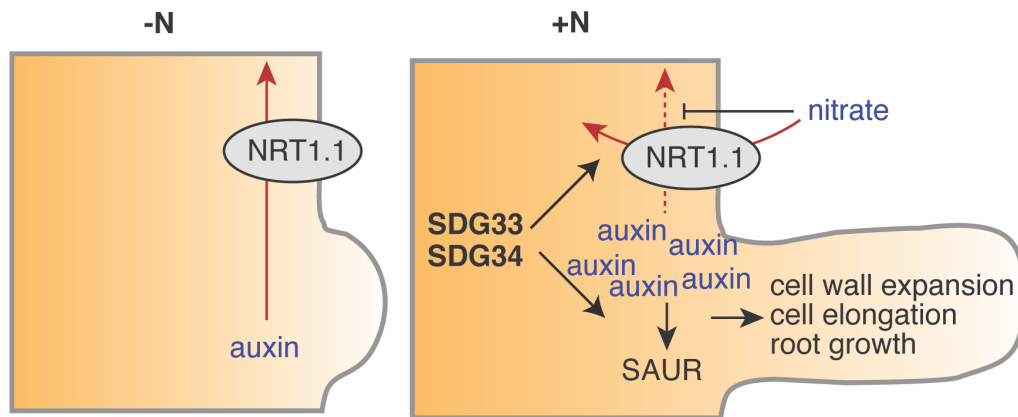

**Supplemental Figure S3.** The proposed model of the role of SDG33 and SDG34 in mediating nitrate induced root growth.

How the deposited data were processed for this re-analysis (not part of the article)

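RNA-Seq was carried out on shoots and roots of tomato WT (Castlemart II), *sdg33* and *sdg34* plants under +N and -N, with 3 replicate libraries in each of 12 groups, each library from a pool of 3 plants. The genotype, organ, N condition and replicate number of each of the 36 libraries were taken from their deposited labels. According to the paper, the authors aligned the reads with BBmap to the tomato genome, counted them with featureCounts on the gene models and miRNA loci, and tested them with DESeq2. The deposited values are in the unit recorded here as a score, namely gene counts that the authors full-quantile normalized over all 36 libraries and rounded to whole numbers. Every library holds the same sorted values, so neither the number of reads per library nor its sampling error can be recovered. The precision of each value was therefore taken from the spread between replicates. The 2 tables list 35872 genes and loci each.

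edgeR, planned before the data were examined, was not used, since the tables hold no counts. Values were analyzed as log2(value + 1) with limma 3.58.1 in R 4.3.3, with lmFit and eBayes and a variance trend, for genes with a value of at least 10 in at least 3 libraries of the fit. A fit of the 12 libraries of WT and one mutant in one organ gave the genotype effect, averaged over -N and +N, and the interaction. A fit of all 18 libraries of an organ gave the N response within each genotype, a fit of the 12 libraries of both mutants gave the difference between them, and a fit of 24 libraries of both organs gave the interaction of genotype, N and organ. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Genotype DEGs also passed an absolute log2 fold change of 2. Overlaps were tested with the hypergeometric distribution. Replicate numbers were not used as a block, since the paper does not say that they mark plants grown together.

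Named genes were chosen by a rule set before the data were examined. They are the genes that the paper names, the 2 genes with the largest mean change in each set of shared genotype DEGs among those whose mutant and WT libraries did not overlap, the 2 genes with the smallest adjusted p-values in each direction of the shared interaction genes, and the 2 genes with the largest mean change of each keyword family among shared up-regulated genes. Descriptions came from the paper's supplemental lists, because the reference table available for this work holds no identifiers of these gene models. The steps were tested on simulated data with 200 changed genes per fit. A genotype log2 fold change of 3 was found for 99.5% to 100% of them in 8 fits with at most 33 other genes, and an interaction of 2 for 86% to 94% with at most 16 others. A shared interaction was found for 81.5% to 90.5% in 4 fits with at most 1 other gene. These shares hold for 200 changed genes per fit. In the real genotype fits, between 10664 and 12025 genes had an adjusted p-value under 0.05. The simulation therefore checks that the steps run as intended, and does not give the share of changed genes found or of false calls in the real data.

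The alternatives tried were no filter on low values, a value of at least 10 in every library, a block for replicate number, 18 libraries in 1 fit, the genotype difference at -N or at +N only, other cut-offs on fold change and interaction, and each library left out in turn. After the data had been examined, pseudocounts of 0.1 and 10 and a rescaling by median of ratios were added. The gene networks were not rebuilt. Gene ontology enrichment and the comparison with Arabidopsis *sdg8* were left out, since the annotation and gene lists they need were not at hand, and qRT-PCR, chlorophyll and root growth, since the deposited tables do not hold them.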

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

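Of the tests in this part, those of single libraries, of rescaling and of tied miRNA values were chosen only after the result was seen, while the comparisons with other splits of the libraries were not.

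The interaction of genotype and N differed between shoots and roots, by a test of the difference itself, for 460 genes in *sdg33* (215 with the higher interaction in shoots) and for 1750 genes in *sdg34* (970). In 386 and 1437 of these genes the estimated interactions in both organs had opposite signs, which selection for a difference between organs by itself favors. Many of these estimates were not past the threshold. The interaction passed it in roots for 217 and in shoots for 145 of the 460 genes, and for 1048 and 450 of the 1750. Of 100 splits of the 24 libraries of WT and a mutant that part all 12 same-numbered pairs, 1 gave as many genes in *sdg33* and 1 in *sdg34*, the real split in each case, and the highest other split gave 1 and 48 genes. The large spread of replicate 3 of -N WT shoots did not account for these genes, since without this library 825 and 2378 genes differed, at least 1.359 times as many, 455 and 1676 of them among the genes called with it. After rescaling the deposited values by median of ratios, 406 of the 460 and 1565 of the 1750 genes were called again, a share of at least 0.8826. Since all libraries already held the same sorted values, this rescaling changed little and does not decide whether scaling contributed. The number of reads per library is unknown, so a difference in depth between organs was not tested directly. In settings that lower the weight of small values the counts were no smaller, with 520 and 1811 genes at a value of at least 10 in every library and 731 and 2163 with a pseudocount of 10.

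Among the named genes, the difference between organs (interaction in shoots minus that in roots, log2) had an adjusted p-value under 0.05 in both mutants for *Solyc01g105050.3* (-1.18 in *sdg33* and -1.14 in *sdg34*), *Solyc01g087040.2* (-2.36 and -2.76), *Solyc10g050890.2* (-2.10 and -1.80), *Solyc03g115990.2* (1.69 and 1.59), *Solyc01g112190.3* (3.73 and 4.59), *Solyc08g007080.3* (4.53 and 5.76) and *Solyc01g068410.3* (-2.33 and -1.72). It did so in *sdg33* for *Solyc03g096770.1* (4.25 in *sdg33*) and in *sdg34* for *Solyc04g007000.1* (-2.91), *Solyc05g051900.3* (-1.98), *Solyc00g050430.3* (-2.72) and *Solyc12g088130.2* (-3.32). Whether these 5 genes differ between the mutants was not tested. The values of *Solyc01g068410.3* lay close to the threshold. Without a filter on low values its adjusted p was 0.0543 in *sdg33* and 0.0519 in *sdg34*, and it ranged over the alternatives other than leaving out a library from 0.0243 to 0.0543 and from 0.0169 to 0.0524. In 17 of 24 fits that each left out one library it was not past the threshold, in either mutant. For *Solyc12g088130.2*, a pseudocount of 0.1 gave -4.26 (adjusted p = 0.127, with a range of 6.91e-05 to 0.127 over its alternatives), and for *Solyc10g050890.2* in *sdg33*, 6 of 24 fits that left out a library were not past the threshold. No biological explanation of these differences was tested beyond the organ itself.

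The tables also hold miRNA loci, on whose expression the paper does not report. In shoots, 2 of the 11 tested loci passed the genotype cut-offs in *sdg33* and 1 of 9 in *sdg34*. In roots, 0 of 5 and 0 of 6 did, and also 0 with an unadjusted p-value under 0.05. In shoots, *sly-MIR167b* had a log2 fold change of 2.27 in *sdg33* and of 1.804 in *sdg34* (adjusted p = 2.61e-04, from 3.95e-05 to 0.0621 over its alternatives other than leaving out a library), the second below the fold-change cut-off. Its normalized counts were 186 under -N and 171 under +N in *sdg33* and 134 and 121 in *sdg34*, against 29 and 54.3 in WT, with all 12 mutant libraries above the 6 WT libraries. *sly-MIR156a* had -2.90 in *sdg33* and -2.15 in *sdg34* (20.3 and 12.7, and 28 in each N condition, against 165 and 88.7 in WT, all 12 mutant libraries below the 6 WT libraries). Tied low values ranked by position did not account for the median levels of these loci. The lowest median of the genotype with the lower values was 18, above the range where ties are common. Single libraries lay lower, at 3 for *sly-MIR156a* under +N in *sdg33*. Under -N, 8 was the lowest value of *sly-MIR156a* in *sdg34* and of *sly-MIR167b* in WT. In these libraries an effect of ties was not excluded. The libraries were not described as small RNA libraries, so these values may come from precursor transcripts, and the paralogs of both loci were not separated by any test. No biological explanation was tested.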

How the results depend on the processing

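The pairing of replicate numbers, tested only after the results were seen, gave a mean correlation of residuals between libraries of the same number of 0.0015 in shoots and 0.0341 in roots. The planned use of DESeq2 and of RLE normalization in edgeR was not run, since the tables hold no counts, and the planned keyword background was not run, since the reference table used here matched none of the gene models. Sorting classes by N responses from the fits of 12 libraries cannot change them, because the group means are the same. Pseudocounts of 0.1 and 10 and rescaling by median of ratios were chosen after seeing the data. The rescaling moved the median log2 value of no contrast by over 0.1. The paper gives an average depth, but the depth of each library is unknown, so the sampling error of low values cannot be given. The cause of none of the changes given here was tested.

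Over settings other than leaving out a library, values of named genes stayed on the same side of the threshold with the same direction in 954 of 971 cases, were weaker in 16 and reversed in 1, and with 1 library left out in 1600 of 1692, with 82 weaker and 10 reversed. For counts of genes and the target transcripts, 428 of 579 and 869 of 1002 were the same, counts meaning within 1.5-fold. The interaction of *Solyc08g007430.2* in *sdg34* roots reversed with a pseudocount of 0.1, to 0.0321, and ranged from -0.35 to 0.33 over fits that each left out one library. The N response of *Solyc01g091030.3* in *sdg33* roots ranged from -0.274 to 0.0714 and that of *Solyc01g096340.3* in *sdg34* roots from -0.200 to 0.0907. None of these 3 passed the threshold with all libraries. The *SDG34* transcript in *sdg34* shoots was weaker at +N only, with -0.18, and in *sdg34* roots it passed the threshold with 18 libraries in 1 fit, at -0.44, and in 2 of 12 fits that left out a library (from -0.58 to -0.31).

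Genotype counts are given as up- and down-regulated genes of *sdg33*, those of *sdg34* and those shared. With at least 10 in every library they were 257 and 344, 237 and 255, and 193 and 215 in shoots, and 168 and 58, 118 and 37, and 114 and 32 in roots. A log2 cut-off of 1 gave 2133 and 2374, 1799 and 1904, and 1463 and 1649 in shoots, and 1090 and 982, 1006 and 831, and 769 and 665 in roots. A pseudocount of 10 gave 325 and 359, 285 and 275, and 230 and 245 in shoots, and 186 and 59, 140 and 39, and 127 and 37 in roots. At -N only, 134 genes were up-regulated in *sdg34* roots and 101 shared. At +N only, 208 were down-regulated in *sdg33* roots, 482 up- and 211 down-regulated in *sdg34* roots, and 340 and 138 shared.

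Interaction counts are given for *sdg33*, *sdg34* and both. A minimum of 1 on the absolute log2 interaction gave 275, 517 and 171 in shoots, 599, 1158 and 436 in roots and 13 in both organs, with root classes (in the order rising in mutants, not rising, rising in WT, not rising) of 252, 7, 113 and 64 and shoot classes of 31, 14, 121 and 5. A minimum of 2 gave 62, 85 and 20 in shoots, 139, 285 and 93 in roots and 0 in both organs (0 unadjusted), with classes of 67, 3, 17 and 6, and of 2, 2, 16 and 0 (1 unadjusted). Without a filter, 190 were shared in shoots and 23 in both organs, with shoot classes other than the first of 19, 120 and 9. With 18 libraries in 1 fit, *sdg33* shoots had 928, 574 were shared and 58 in both organs, with the first 3 shoot classes at 114, 76 and 363. A pseudocount of 10 gave 731 genes whose *sdg33* interaction differs between organs.

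Over fits that each left out one library, interaction genes ranged from 139 to 820 in *sdg33* shoots, from 407 to 1886 in *sdg34* shoots and from 103 to 624 shared, with shoot classes from 23 to 129, from 9 to 69, from 63 to 402 and from 2 to 24. In roots they ranged from 1065 to 1560 in *sdg33* and from 815 to 1212 shared, with the last 3 classes from 20 to 48, from 246 to 399 and from 187 to 287, and from 1 to 4 genes with opposite signs. Genes in both organs ranged from 13 to 58, genes whose *sdg33* interaction differs between organs from 300 to 849, and genes that differ between the mutants from 1970 to 4198 in shoots and from 55 to 725 in roots. Genotype DEG counts in both organs stayed within 1.5-fold in each of these fits.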

Differences from the paper's values

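Of 23 counts of genes that the paper states or shows, 8 differed by the rule used here, and of 30 N responses and 8 levels read from its figures, 0 did. In *sdg33* shoots, the paper gives 951 down-regulated genes, against 583 here. Of the alternatives set before the data were examined, the genotype difference at -N only (742) and 1 of 12 fits that left out one library (from 570 to 646) were within 1.5-fold of it, and no filter, at least 10 in every library, the replicate block, 18 libraries in 1 fit, +N only and a log2 cut-off of 1 were not. A pseudocount of 0.1, chosen after seeing the values, gave 678. The paper gives 393 genes down-regulated in *sdg33* shoots only, against 202 here. Again -N only (273) and 1 of 12 fits that left out one library (from 194 to 268) came within 1.5-fold of it, and the other 6 did not. For *sdg34* shoots only, 125 genes were counted in the paper's supplemental list, against 75 here. No filter (93), -N only (115), +N only (124) and 5 of 12 fits that left out one library (from 70 to 93) came within 1.5-fold of 125. The other 4 alternatives did not.

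In *sdg34* roots, the paper gives 350 up-regulated genes, against 229 here. No filter (240), 18 libraries in 1 fit (235), +N only (482) and 1 of 12 fits that left out one library (from 218 to 239) came within 1.5-fold of it. Of these, +N only exceeded 350, and the others stayed close to 229 and left most of the gap. At least 10 in every library, the replicate block, -N only and a log2 cut-off of 1 did not come within 1.5-fold. A pseudocount of 0.1, chosen after seeing the values, gave 271.

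For interaction genes in roots, the paper gives 708 in *sdg33*, 1212 in *sdg34* and 509 shared, against 1633, 3417 and 1224 here. With a minimum of 1 on the absolute log2 interaction the counts were 599, 1158 and 436, within 1.5-fold of the paper's. In shoots, the same minimum moved the *sdg33* count, 413 without it, out of this range of the paper's 472. No filter, at least 10 in every library, the replicate block, 18 libraries in 1 fit and a minimum of 2 did not bring the root counts within 1.5-fold. Leaving out each library in turn (from 1065 to 1560, from 2469 to 3609 and from 815 to 1212) did not do so either. For shared interaction genes in both organs, the paper shows about 19 in Fig. 4B, read by eye, against 36 here. No filter (23), a minimum of 1 (13) and 14 of 36 fits that left out one library (from 13 to 58) came within 1.5-fold of it. The other 4 alternatives did not.

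In the roots, the smallest of the paper's clusters of shared interaction genes holds those that rise with N in WT and respond less, or fall, in the mutants. Here, of 5 classes, the class of genes that rise in WT with an interaction below 0 held 399 genes. Only the largest class, with 498, held more. Of the 399 genes, 269 had an adjusted p-value under 0.05 for the N response in WT. The paper clustered 509 shared genes by expression pattern, whereas the classes here sort 1224 shared genes by sign alone. The sizes are therefore not directly comparable, and this difference does not speak against the paper's cluster.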

Other observations

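In this part, the tests of fewer reads, of the share of tied values, of genes with a value of 1, of neighboring genes, of oxygen, of nitrate left in roots and of plastid transcripts were chosen only after the result was seen. The others were not.

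Other splits of the libraries were compared with the real ones. For the genotype DEGs and the interaction genes of each mutant in each organ, and for the genes that differ between the mutants, 1 of 32 splits that part all 6 same-numbered pairs gave as many genes, the real one. The highest count of another split was 177, for the *sdg34* interaction in shoots, and 4 and 1 for the difference between mutants in shoots and roots, and 0 for the rest. Among 68 splits that part fewer pairs the highest was 58. For the shared genotype DEGs and the shared interaction genes in shoots, 2 of 100 splits gave as many genes. The other such split, with 924 and 289 genes, kept all WT libraries apart and mixed only those of the mutants. In roots 1 of 100 did in each case, and 1 of 100 for interaction genes in both organs. For the N response of one genotype in one organ, 1 of 4 splits that part all 3 pairs gave as many genes, the real one, which in this design cannot fall under a share of 0.05.

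The genotype changes of *sdg33* and *sdg34* were alike, and the common WT libraries could have caused this. With separate WT libraries the correlation across genes was still at least 0.794 in shoots, against 0.929 in the same log2 values with common ones. For the interaction, separate WT libraries kept between 0.1931 and 0.438 of the correlation in shoots and between 0.489 and 0.682 in roots, and the correlation was above 0 in all 18 choices of each organ. The fall may come from the separate WT libraries or from the smaller WT groups that they leave, which were not told apart.

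Replicate 3 of -N WT shoots lay apart from the other WT -N libraries on the third principal component. Its deviation from them correlated across genes with the root minus shoot difference at 0.0978, with the difference between mutant and WT at no more than 0.185 and with the N response of WT at 0.235. For replicates 1 and 2 these correlations were 0.106 and 0.116, 0.393 and 0.101 at most, and 0.385 and 0.377. Root tissue, a mutant library or a +N library under its label did not account for its position. Its last 0 came earliest of the 18 shoot libraries, at rank 1, which may reflect fewer reads in this library. The same sign set apart a whole group in roots. In the 3 WT +N root libraries the last 0 lay at positions 35215, 34689 and 35811 of the list, and in every other root library at the last position, 35872. If it reflects fewer reads, these coincide with WT +N, on which the WT root N response and the root interactions rest. Whether this affected those results was not tested.

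Low values followed the order of the tables, with 26.5% of the values equal to 1 in chromosome 12, where 6.94% of the listed genes lie, which may come from ties ranked by position. An excess of chromosome 12 among the DEGs was not seen. Of the tested chromosome 12 genes 8.63% were genotype DEGs, and of the others 7.92%, an odds ratio of 1.097 (Fisher's exact p = 0.328). Of the 22530 tested genes, 3456 had a value of 1 in at least 1 library. Among these, 52 of 350 on chromosome 12 and 551 of 3106 others were genotype DEGs, an odds ratio of 0.809 (Fisher's exact p = 0.206).

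Shared genotype DEGs often were neighbors on a chromosome. There were 54 neighboring pairs among up-regulated and 32 among down-regulated genes in shoots, and 26 and 5 in roots, against means of 9.70, 6.89, 1.85 and 0.227 in 10000 shuffles (permutation p = 1e-04 in each set, the smallest that these shuffles can give). The longest runs held 4, 7, 8 and 3 genes. Reads shared between tandem copies could contribute to some pairs, since 43.96% of the pairs described on both sides had the same description. Whether such reads account for all pairs was not decided, since genes with different descriptions were not compared by sequence. Pairs with different descriptions alone numbered 28 among up-regulated genes in shoots (permutation p = 1e-04, the smallest that these shuffles can give), 18 among down-regulated genes in shoots (permutation p = 5e-04) and 5 among up-regulated genes in roots (permutation p = 0.0364), where 8 of the 26 pairs are described. For down-regulated genes in roots no pair is described and this was not tested.

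Genes related to oxygen were among those raised in mutant roots. Homologs of hypoxia-response genes, from a list written from general knowledge, made up 15 of the 177 up-regulated genes in the part of the paper's *sdg33* root list at hand, and 12 of 1501 genes, up- or down-regulated, in its shoot lists alone (odds ratio 11.5, Fisher's exact p = 7.09e-09). Against the up-regulated genes of the shoot lists alone, with 7 of 655, the odds ratio was 8.54 (Fisher's exact p = 2.06e-06). With genes in both lists counted on both sides, the up-regulated shoot lists held 13 of 696. Of the 15 genes, 13 were tested in shoots, where 9 had a log2 fold change above 1 and 5 above 2 in at least 1 mutant. Lower oxygen around the mutant roots is a candidate explanation, but these increases in shoots go against a cause in the roots alone, and roots and shoots differ in such genes for other reasons too. Homologs of clock genes were 0 of 177 and 6 of 1501 (Fisher's exact p = 1). Since 0.708 were expected among the 177, this does not decide whether the time of harvest differed.

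In -N roots, nitrate reductase (*Solyc11g013810.2*) and nitrite reductase (*Solyc10g050890.2*) were higher in WT than in the mutants, with log2(mutant/WT) of -2.61 and -2.76, and of -1.98 and -2.15. Nitrate left in the WT roots was tested as an explanation. The nitrate transporter gene *Solyc08g007430.2*, which rises strongly with N, had -0.222 in *sdg33* (adjusted p = 0.654) and -0.559 in *sdg34* (adjusted p = 0.202). Its normalized counts in the -N libraries of WT were 8, 7 and 15, against 1954 or more at +N, and nitrate reductase in WT was higher under -N (32263) than under +N (24333). These values go against leftover nitrate. No other explanation was tested.

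In the paper's shoot lists, 79 of 81 homologs of plastid-genome genes were down-regulated, against 774 of 1468 other genes (odds ratio 35.4, Fisher's exact p = 6.24e-19). A candidate explanation is that reads from plastid transcripts were fewer in the mutant libraries. Whether this arose in the plants or in library preparation was not tested.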
